# Establishment of a fluorescent reporter of RNA-polymerase II activity to identify dormant cells

**DOI:** 10.1038/s41467-021-23580-4

**Published:** 2021-06-03

**Authors:** Rasmus Freter, Paola Falletta, Omid Omrani, Mahdi Rasa, Katharine Herbert, Francesco Annunziata, Alberto Minetti, Anna Krepelova, Lisa Adam, Sandra Käppel, Tina Rüdiger, Zhao-Qi Wang, Colin R. Goding, Francesco Neri

**Keywords:** Stem-cell biotechnology, Cell biology, Cell-cycle exit, Intestinal stem cells

## Abstract

Dormancy, a reversible quiescent cellular state characterized by greatly reduced metabolic activity, protects from genetic damage, prolongs survival and is crucial for tissue homeostasis and cellular response to injury or transplantation. Dormant cells have been characterized in many tissues, but their identification, isolation and characterization irrespective of tissue of origin remains elusive. Here, we develop a live cell ratiometric fluorescent Optical Stem Cell Activity Reporter (OSCAR) based on the observation that phosphorylation of RNA Polymerase II (RNApII), a hallmark of active mRNA transcription elongation, is largely absent in dormant stem cells from multiple lineages. Using the small intestinal crypt as a model, OSCAR reveals in real time the dynamics of dormancy induction and cellular differentiation in vitro, and allows the identification and isolation of several populations of transcriptionally diverse OSCAR^high^ and OSCAR^low^ intestinal epithelial cell states in vivo. In particular, this reporter is able to identify a dormant OSCAR^high^ cell population in the small intestine. OSCAR therefore provides a tool for a better understanding of dormant stem cell biology.

## Abstract (web summary)

The identification and characterisation of dormant cells is currently difficult. Here the authors report Optical Stem Cell Activity Reporter (OSCAR) to assess RNA polymerase II activity and identify dormant cell populations in intestinal epithelial cells in vivo.

## Introduction

Dormancy is cellular states characterized by a reversible exit from cellular proliferation. Cellular dormancy manifests low metabolic activity and mRNA synthesis. For example, memory T cells persist in a metabolically low state in the human body for many years, only to be re-activated when encountering their specific antigen^1,2^. Another important example of dormant cells are somatic stem cells (also often defined as quiescent stem cells) that are characterized by their dual potential for differentiation and self-renewal. Most somatic stem cells are thought to enter a state of relative dormancy, described as a reversible cell cycle exit, but poorly characterized in terms of molecular function^3,4^. Dormant stem cells have a high transplantation potential, are more resistant to cellular stresses, and have great potential to be used in regenerative medicine^5^.

Somatic stem cells are commonly identified by surface markers, expression of fluorescent proteins from specific promoters or as label-retaining cells^6^. However, these methods only label specific stem cell lineages, apply only to a certain species (e.g., mouse) and can be technically challenging. Moreover, isolation of these cells by using surface markers assumes (1) prior knowledge, precluding the characterization of previously unknown stem cell populations, and (2) expression of stable markers under the analyzed conditions and/or treatments. Intestinal stem cells (ISCs) are located at the bottom of the intestinal crypts intermingled with the auxiliary Paneth cells and can be isolated by using a specific reporter mouse (Lgr5-GFP)^7^. Unlike the somatic stem cells of the most of other tissues, the Lgr5-positive cells are highly cycling cells; their activity maintains intestinal epithelium homeostasis generating all the intestinal epithelium cell lineages^7^. However, an intestinal dormant stem cell population, located just above the proliferative stem cell compartment, has been identified by using the mTert-GFP reporter mouse^8,9^. This cell population (detectable in many, but not all the intestinal crypts) is distinct from the Lgr5+ cell population, is slow cycling, resistant to injury, can give rise to Lgr5-expressing cells and may be regarded as a reserve stem cell population. Several other markers have subsequently been proposed to mark reserve stem cells (e.g., Bmi1, Hopx, Lrig1)^10–12^. Further study reported that these markers are also expressed in Lgr5+ cells^13^. However, by using transgenic mouse models (e.g., Bmi1- or Hopx-CreERT2), it is possible to isolate quiescent intestinal cells that are molecularly different from the Lgr5+ cells^14^. More recent studies, highlighting the high plasticity of the intestinal crypt cells, showed that the reserve stem pool might be composed by differentiated (or early differentiated cells) that can revert to a Lgr5+ stem state in case of need, for example, the Dll1+, Prox1+, or Krt19+ cells^15–17^. Collectively, these data suggest the intestinal stem compartment is highly plastic and composed of numerous potential dormant stem cell populations. Importantly, a reliable, specific and conserved marker of dormant somatic stem cells that permits their visualization and isolation remains elusive.

Even though it has been known for more than 40 years that dormant cells display a lower amount of total RNA^18^, the molecular mechanism behind this phenomenon is poorly understood. mRNA is transcribed by RNA polymerase II (RNApII), containing a C-terminal domain (CTD) composed of 52 repeats of the heptapeptide YSPTSPS which is phosphorylated during mRNA transcription^19^. Initially, the unphosphorylated RNApII binds the promoter with phosphorylation of Serine 5 within the CTD repeat by TFIIH (CDK7 and Cyclin H) inducing promoter clearance and recruitment of the RNA capping enzyme. Subsequently, phosphorylation of Serine 2 of the CTD repeat by CDK9 and Cyclin T1 (CCNT1) is required for productive elongation^20^. Expression and activity of CDK9/CCNT1 are independent of the cell cycle, but rather linked to global metabolic activity of the cell^21^. CDK9 is an essential kinase for transcription of RNApII-dependent genes. Not only does it phosphorylate the CTD of RNApII to overcome proximal pausing of RNApII by phosphorylation of negative elongation factors DSIF and NELF^20^, it also promotes recruitment of splicing and polyadenylation factors and release of the mature mRNA. Loss of CDK9 in *Caenorhabditis elegans* and *Drosophila* results in complete absence of de novo mRNA transcription^22,23^. Significantly, somatic stem cells of multiple lineages display low or absent RNApII Serine 2 phosphorylation (RNApII-pSer2), suggesting inactivity of CDK9/CCNT1 and global down-regulation of productive mRNA transcription in adult stem cells^24^.

Since phosphorylation of RNApII is readily found in differentiated cells^24^, the low RNApII phosphorylation observed in stem cells is highly specific to dormant cells and distinguishes them from other types of non-proliferating cells such as differentiated or senescent cells. These observations raise the possibility of a fluorescent reporter that could differentiate between cells with high or low RNApII-pSer2 kinase activity that would provide a tool to allow the identification and isolation of live dormant cells from any tissue.

Visualization of kinase activity in living cells has been a long-standing challenge. Most kinase reporters utilize FRET (Förster resonance energy transfer) technology, which is technically challenging and prone to high background signals^25^. Furthermore, the dynamic ranges obtained for signal/noise ratio are around 20–30%^26–28^, which is too low for isolation of cells by fluorescence activated cell sorting (FACS) where a higher dynamic range should be achieved. Other classes of genetically encoded kinase reporters include kinase translocation reporters, in which kinase activity results in shuttling of fluorescent proteins between cytosol and nucleoplasm^29–31^. These kinase activity reporters have a higher dynamic range (up to 3-fold), but require microscopy to distinguish nuclear from cytoplasmic fluorescence and are thus not suitable for FACS analysis.

To overcome these barriers and to develop a sensitive and feasible tool, we design a genetically encoded kinase reporter by insertion of a short CDK9 kinase substrate directly into the backbone of the yellow fluorescent protein Venus^32^. Phosphorylation of this reporter within the peptide results in loss of fluorescence, which can be normalized to fluorescence of the red fluorescent protein mCherry expressed from a self-cleaving peptide in *cis*. This ratiometric sensor, termed OSCAR for Optical Stem Cell Activity Reporter, has a significantly improved dynamic range compared to previous FRET-based systems and can be used for FACS sorting of dormant intestinal cells and time-lapse microscopy.

## Results

### Development of a genetically encoded fluorescent kinase reporter

Previous work has established that somatic stem cell populations exhibit reduced rates of protein translation reflecting their slow-cycling or dormant state^33,34^. Since translation depends on mRNA being produced by transcription we examined several tissues for adult stem cells exhibiting low levels of RNApII-Ser2 phosphorylation, a critical determinant of active transcription elongation (Fig. S1a). We were able to detect cells lacking detectable RNApII-Ser2 phosphorylation (RNApII-pSer2) in all tissues examined including the brain (Figs. 1a and S1b), haematopoietic stem cells (Fig. 1b) and small intestine of Lgr5-GFP mice^7^ (Figs. 1c and S1c). Interestingly, we could detect heterogeneity within most stem cell compartments. For example, the LGR5-GFP+ cells at the base of the crypt were positive for RNApII-pSer2 (Fig. 1c, filled arrowheads), suggesting that they are metabolically active cells as previously reported^7^. However, there was a clear population of RNApII-pSer2-negative cells (empty arrowheads in Figs. 1c and S1c), suggesting a population of truly dormant cells above the LGR5-GFP+ cells. However, RNApII-pSer2 antibody staining neither represents a reliable approach to identify dormant stem cells (because of the possibility of false negative) nor does it allow sorting of live cells preventing their functional testing. To overcome this technical barrier, we aimed to generate a reporter for the activity of CDK9, the relevant RNApII-Ser2 kinase, by insertion of a peptide containing a CDK9-specific phosphorylation acceptor site into the backbone of a fluorescent protein. In this context, the unphosphorylated peptide insertion should not affect the fluorescence output, whereas phosphorylation of the inserted peptide should decrease or mute the fluorescence. As a consequence, high fluorescence would positively report low CDK9 activity and therefore mark RNApII-pSer2-low dormant cells.

**Fig. 1:**
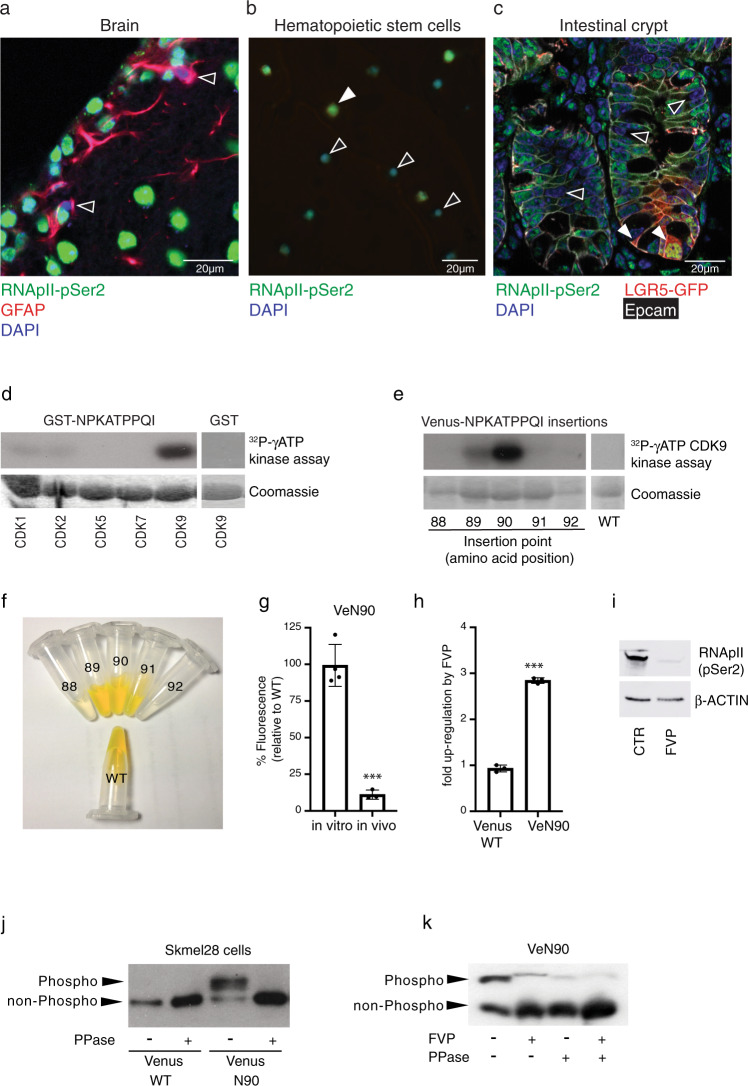
RNApII-pSer2 staining in dormant stem cells and characterization of the CDK9 substrate. **a**–**c** Immunofluorescence of frozen section from mouse brain subventricular zone (**a**), FACS-purified CD150^+^ CD34^-^ KSL mouse hematopoietic stem cells (**b**), and frozen section from small intestine of Lgr5-eGFP mice (**c**). Antibodies were used against RNApII-pSer2, GFAP (glial fibrillary acidic protein) as a neural stem cell marker, GFP as a marker of LGR5-positive stem cells, and EpCAM, a marker of epithelial cells. In all cases, examples of RNApII-pSer2^low^ cells are indicated by empty arrowheads. Filled arrowhead indicates a RNApII-pSer2^high^ CD150^+^ CD34^−^ stem cell in hematopoietic lineage (Fig. 1b) and Lgr5+ intestinal stem cells (Fig. 1c). **d** In vitro phosphorylation of bacterially expressed and purified GST-NPKATPPQI fusion protein by indicated cyclin-dependent kinases. Empty GST protein served as negative control for CDK9 kinase. **e** In vitro kinase assay using CDK9/CCNT1 and bacterially expressed and purified Venus into which NPKATPPQI was inserted at the indicated positions. WT (wild-type) Venus served as negative control. **f** Fluorescence of bacterially expressed and purified WT Venus and derivatives with the NPKATPPQI peptide inserted at indicated positions; concentration of all proteins was 2 mg/ml. **g** Comparison of relative fluorescence of WT Venus and VeN90 expressed in 501mel human melanoma cells. Two-tailed Student’s *t*-test ^***^p < 0.0001 (*p* value = 0.0001), error bars indicate SEM, *n* = 3 independent batch of cell line per group were analyzed. **h** Effect of 0.5 μM Flavopiridol (FVP) on fluorescence of Ve WT and VeN90 in 501mel cells. Cells were transfected with VeN90 expression vector and 24 h later treated with 0.5 μM FVP for 48 h. Two-tailed Student’s *t*-test ^***^p < 0.0001 (*p* value= 4.35061E-06), error bars indicate SEM, *n* = 3 independent batch of cell line per group were analyzed. **i** Western blot using indicated antibodies of extracts from 501mel cells treated with 0.5 μM FVP for 48 h. **j** Western blot of immunoprecipitated WT Venus or VeN90 expressed in Skmel-28 cells. Immunoprecipitates were subjected to treatment with 400 units of Lambda phosphatase (PPase) before being analyzed using Phos-Tag SDS-PAGE. **k** Western blot of immunoprecipitated VeN90 expressed in 501mel cells previously treated with 0.3 μM FVP for 48 h. Where indicated, immunoprecipitates were subjected to treatment with 400 units of Lambda phosphatase (PPase) before being analyzed using Phos-Tag SDS-PAGE. All the experiments were repeated at least three times with similar results. Source data are provided as a Source Data file.

To select a CDK9-specific kinase target, we subjected a trypsinized and dephosphorylated HeLa whole-cell extract to an in vitro kinase assay using recombinant CDK9/CCNT1 and screened for phosphorylated peptides^35^. We obtained a preliminary list of 208 phosphorylated short peptide substrates and subsequently screened 22 redundant peptides expressed as GST fusion proteins by subjecting them to in vitro kinase assay using CDK9 and the most closely related CDKs, CDK7, CDK5, CDK2, and CDK1. Of the tested substrates only the peptide NPKATPPQI was strongly phosphorylated by CDK9, but no other CDK tested (Fig. 1d, upper panel). GST-CTD served as a positive control for kinase activity against a common substrate (Fig. S1d). Having identified a CDK9 substrate peptide, we then inserted the 9 aa NPKATPPQI peptide in-frame into various positions of *Venus*^32^ or *mCherry* (Fig. S1e, f). 126 different insertions were expressed and purified from bacteria and subjected to in vitro phosphorylation using CDK9/CCNT1. Most insertion sites were chosen to be within the loops of the beta-barrel structure of the fluorescent proteins since we speculated that insertion into the beta strands would abolish fluorescence completely. Since CDK9 is a nuclear kinase, a C-terminal nuclear localization sequence was added to all constructs^36^ (Figs. S1e and  S2a). The ability of CDK9 to phosphorylate the NPKATPPQI peptide depended strongly on the integration site. Insertion of NPKATPPQI at position 90 of Venus (VeN90) proved to be a good kinase target of CDK9, while insertion at position 91 prevented its phosphorylation (Fig. 1e). Importantly, wild-type (WT) Venus was not phosphorylated by CDK9. Of note, we could not find any insertion site of NPKATPPQI into mCherry that could be used as a CDK9 kinase sensor (Fig. S1f). We next examined whether the peptide insertion would affect Venus fluorescence. Insertion at positions 89, 90, and 91 (within the loop regions) yielded equivalent fluorescence to bacterially expressed and purified WT Venus (Fig. 1f). However, insertion at the border between the loop and the beta strands (positions 88 and 92) severely diminished basal fluorescence. Even though VeN90 purified from bacteria showed the same fluorescence as WT Venus in vitro, overexpression of VeN90 in cultured mammalian cells resulted in a strong loss of fluorescence to around 11% of that of WT Venus (Fig. 1g). To test if phosphorylation by CDK9 was responsible for this loss of fluorescence, we treated mammalian cells expressing VeN90 with Flavopiridol (FVP), a selective inhibitor of CDK9^37^. Indeed, treatment with FVP caused around a 3-fold gain in fluorescence of VeN90, but not WT Venus (Fig. 1h), accompanied by a reduction in phosphorylation of Ser2 of the RNApII CTD, the major target of CDK9 (Fig. 1i). The specificity of phosphorylation was confirmed using mass spectrometry analysis of VeN90 phosphorylated by CDK9 in vitro. The results (Fig. S2b–d) showed a single phosphorylation event at the expected Threonine within the substrate NPKATPPQI that led to a loss of basal fluorescence, including brightness as detected using fluorometric analysis (Fig. S2e–g).

To confirm that VeN90 is phosphorylated in vivo, we overexpressed FLAG-tagged Venus WT and VeN90 in mammalian cells and performed a Phos-Tag^TM^ SDS-PAGE of a FLAG-immunoprecipitated cellular extract with or without prior phosphatase treatment. The Phos-Tag^TM^ gel retained a phosphorylated band of the VeN90 protein that was detected neither after phosphatase treatment nor using WT Venus (Fig. 1j). These results indicate that VeN90, but not WT Venus, is phosphorylated in mammalian cells. Importantly, the upper, phosphorylated form of VeN90 was severely reduced if cells were treated with the CDK9 inhibitor FVP (Fig. 1k). Thus, inhibition of CDK9 using FVP decreases phosphorylation of VeN90 and increases its fluorescence. Nevertheless, we cannot rule out that mechanisms other than phosphorylation in vivo, such as altered protein folding, maturation of VeN90 or decreased degradation can also contribute to the change in fluorescence upon FVP treatment.

### Establishment of OSCAR, an Optical Stem Cell Activity Reporter

An increase of CDK9 activity leads to both an increase in transcription and phosphorylation of the transgene VeN90; phosphorylation of VeN90 leads to decreased fluorescence that may be masked by a higher level of VeN90 transcript (and relative protein) due to an increased transcription. Thus, to function well as a CDK9 reporter, the fluorescence of the protein needs to be normalized to expression. We therefore generated a plasmid with a WT mCherry in-frame with triple FLAG-tagged VeN90 connected by a self-cleaving P2A peptide sequence (Fig. 2a). mCherry-P2A-VeN90 is transcribed as a single mRNA and is cleaved co-translationally, resulting in two proteins in a 1:1 stoichiometric ratio from one mRNA. In cells with active CDK9, VeN90 is phosphorylated and dim, with mCherry fluorescence being unaffected by CDK9 activity resulting in cells appearing bright red. In dormant cells with reduced or absent RNApII-pSer2 phosphorylation, a global shut-down of the majority of mRNA transcription occurs that results in low VeN90 and mCherry mRNA and protein expression. In this case, both mCherry and VeN90 mRNA and protein expression may decrease leading to a diminished fluorescence signal. However, unlike mCherry, the reduced VeN90 fluorescence arising as a consequence of lower mRNA/protein expression would be offset owing to loss of the inhibitory phosphorylation on VeN90, resulting in increased green fluorescence. As a consequence, dormant cells would have a high green/red fluorescence ratio. Activated cells, such as transit-amplifying (TA) cells, would appear yellow as both mCherry and VeN90 would be expressed with the intensity of the green fluorescence depending on the degree of VeN90 phosphorylation. As such, the ratio of green-to-red fluorescence can be used to assess CDK9 activity, and cells with high VeN90 and low mCherry fluorescence may be enriched for a RNApII-pSer2 low dormant population. We termed this bi-cistronic ratiometric construct, consisting of *mCherry* and *VeN90*, OSCAR for Optical Stem Cell Activity Reporter. OSCAR^high^ cells are defined as cells with high VeN90/mCherry fluorescence ratio, while OSCAR^low^ cells as cells with low VeN90/mCherry fluorescence ratio.

**Fig. 2:**
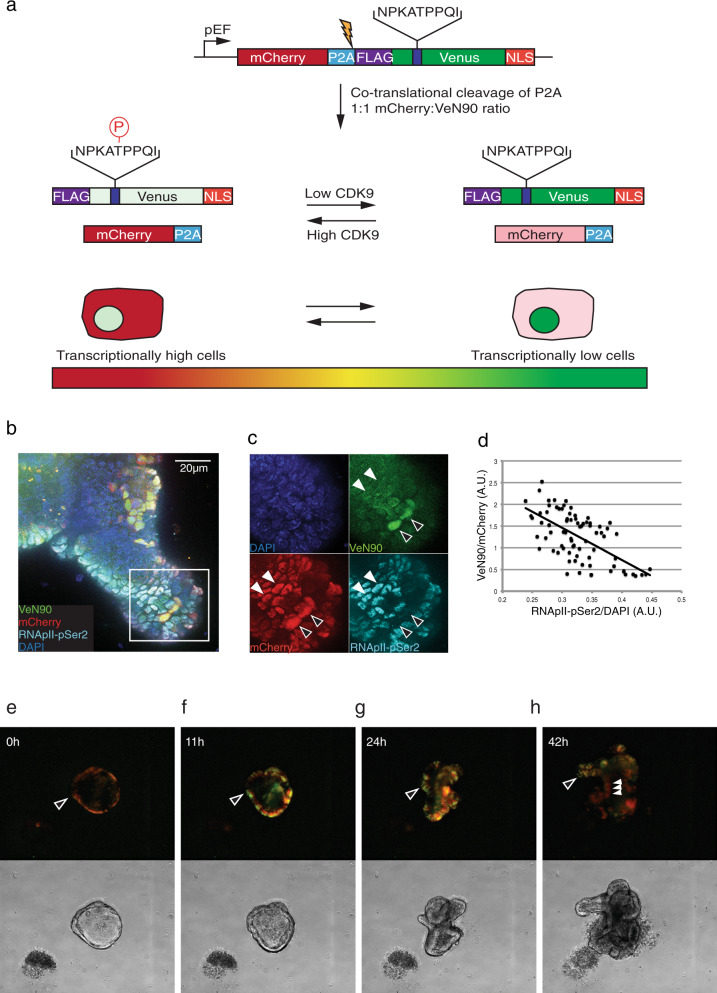
Characterization of OSCAR in vitro. **a** Design of the OSCAR ratiometric reporter vector. Wild-type mCherry and VeN90 are expressed from a single mRNA encoding a self-cleaving P2A peptide and a nuclear localization signal fused to VeN90. During translation, mCherry and VeN90 proteins are cleaved in a 1:1 ratio allowing for normalization of VeN90 expression even if VeN90 is phosphorylated by CDK9/CCNT1 and dim in active cells. Absence of CDK9/CCNT1 in dormant cells results in gain of green fluorescence due to VeN90 lack of phosphorylation. Transcriptionally low (dormant) cells thus appear more green that non-dormant cells. Low transcription in dormant cells leads to reduced mRNA expression of the reporter leading to low mCherry and VeN90 protein expression, but reduced phosphorylation of VeN90 enhances (or rescues) its fluorescence intensity. **b** Representative image of a mouse small intestinal organoid infected with a lentivirus encoding OSCAR. After infection, the organoid was fixed, permeabilized and stained for RNApII-pSer2 and DAPI and visualized for endogenous mCherry and VeN90 fluorescence. Scale bar = 20 μM. **c** Enlarged image corresponding to white box in (**b**). Empty arrowheads indicate cells with high VeN90/Low RNApII-pSer2, while filled arrowheads indicate RNApII-pSer2-positive cells showing low VeN90 fluorescence. **d** Single cell quantification of the fluorescence signal of all fluorescent cells in (**b**) shows inverse correlation of OSCAR (VeN90/mCherry) to RNApII-pSer2 normalized to DAPI. **e**–**h** Time-lapse imaging of a mouse small intestinal crypt infected with OSCAR lentivirus (movie in Supplementary Information). Upper panels correspond to fluorescent images of the brightfield images below. All the experiments were repeated at least three times with similar results. Source data are provided as a Source Data file.

To validate the ratiometric CDK9 reporter, we infected mouse small intestinal organoids with a lentivirus expressing OSCAR and detected fluorescence of VeN90, mCherry and antibody staining for RNApII-pSer2 (Fig. 2b). We observed that cells high for VeN90 fluorescence and positive for mCherry stain negative/low for RNApII-pSer2 (empty arrowheads, Fig. 2c), while cells low for VeN90 but positive for mCherry stain high for RNApII-pSer2 (filled arrowheads, Fig. 2c). Quantification of OSCAR fluorescence ratio (defined as VeN90/mCherry fluorescence, abbreviated as OSCAR) to RNApII-pSer2 staining (normalized to DAPI to avoid out-of-focus effects) (Fig. 2d) clearly showed a negative correlation, with high OSCAR associated with low RNApII-pSer2 staining.

We next used small intestinal organoid cultures infected with OSCAR lentivirus to follow the dynamics of fluorescence activity with time-lapse microscopy. Directly after plating, all cells were OSCAR^low^ (VeN90^low/neg^ mCherry^high^) (Figs. 2e–h and S3a, and Supplementary Movie 1). Within 11 h of culture, cell clusters at discrete spots began upregulating VeN90 fluorescence while mCherry fluorescence stayed at similar levels (empty arrowhead, Fig. 2f). New crypt-like structures formed at all of these VeN90^high^ spots, as highlighted at 24 h (Fig. 2g). Interestingly, 42 h after start of microscopy, a fully developed crypt had appeared bearing three single green fluorescent OSCAR^high^ (VeN90^high^ mCherry^low^) cells located at the base of the bud (crypt-like structure; empty arrowhead, Fig. 2h), yellow OSCAR^med^ (VeN90^high^ mCherry^high^) cells at the middle of the bud and red fluorescent OSCAR^low^ (VeN90^low/neg^ mCherry^high^) cells migrating away from the crypt-like structure (filled arrowheads, Figs. 2h and S3a, and Supplementary Movie 1). Importantly, expression of mCherry is not lost in OSCAR^high^ cells. Overexposure of OSCAR^high^ cells appearing green at the tip of the crypt shows that in fact these cells do retain a low level of mCherry fluorescence (Fig. S3b). These cells most likely downregulate mCherry and VeN90 mRNA expression as a consequence of low CDK9-dependent transcription, while VeN90 fluorescence is gained due to its lack of phosphorylation. This shows that crypts contain cells that have different ratios of VeN90 to mCherry fluorescence, presumably indicating different activity of the CDK9 kinase able to phosphorylate the VeN90 reporter.

### Development of the OSCAR mouse model

We identified absence of RNApII-pSer2 phosphorylation as a conserved marker for dormant stem-like cells in at least seven lineages^24^, suggesting that the OSCAR system would be useful for identification and isolation of dormant cells from live tissues as well. These preliminary experiments showed that this reporter may rely not only on the brightness of the VeN90 fluorescent protein (due to the phosphorylation state), but also on the general expression level of both the fluorescent proteins. Therefore, experiments involving transient or viral-mediated overexpression of the fluorescent proteins may suffer from consistent transgene expression variability among different cells. To overcome this issue, we generated the OSCAR mouse model by targeted knock-in of the *pEF1a-loxP-Stop-loxP-OSCAR* construct into the Rosa26 locus. After breeding with a Deleter-Cre(Vasa-Cre) mouse line, which has Cre activity in germ cells^38^, mice expressing OSCAR from the EF1a promoter in all tissues were derived. This mouse line is called EF1a-OSCAR (OSCAR mouse). Analysis of endogenous fluorescence of the OSCAR construct in the small intestine and co-staining of RNApII-pSer2 showed that OSCAR^high^ (VeN90^high^ mCherry^low^) cells have low or no staining of RNApII-pSer2 (arrowheads, Fig. 3a). RNApII-pSer2 signal in OSCAR^low^ cells was significantly higher than in OSCAR^high^ cells (Fig. 3b). Conversely, RNApII-pSer2^high^ cells showed significantly lower OSCAR signal than RNApII-pSer2^low^ cells (Fig. 3c). Staining quantification reveals a strong negative correlation of RNApII-pSer2 staining to OSCAR fluorescence (Fig. 3d), thus proving that the OSCAR system can indeed label RNApII-pSer2^low^ cells in vivo.

**Fig. 3:**
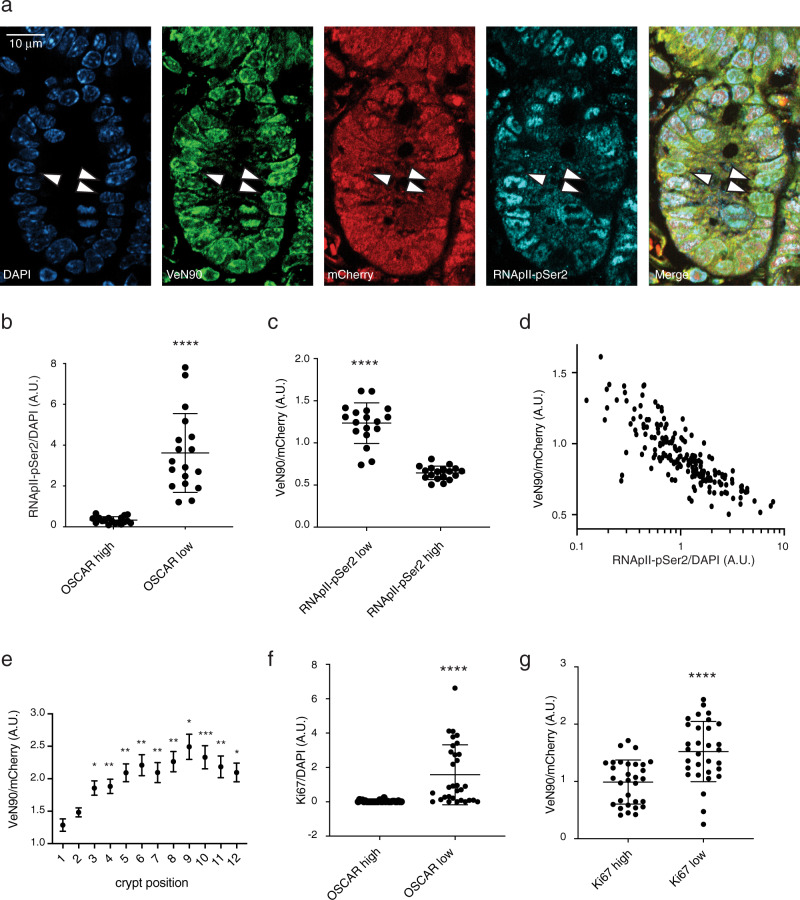
Immunofluorescence analysis of OSCAR in vivo. **a** Crypts of the small intestine of an EF1a-OSCAR mouse were stained with DAPI and anti-RNApII-pSer2 antibody. Endogenous fluorescence of VeN90 and mCherry was recorded at the same time. Arrowheads show OSCAR^high^ (VeN90^high^ mCherry^low^) and RNApII-pSer2^low^ cells. **b** Top 10% of OSCAR^high^ cells stain negative for RNApII-pSer2, while the top 10% of OSCAR^low^ cells stain positive for RNApII-pSer2. Data are presented as mean value ± SD. ^***^p < 0.0001 (*p* value < 0.0001). **c** Top 10% of RNApII-pSer2^low^ cells have significantly higher OSCAR fluorescence ratio. Data are presented as mean value ± SD. ^***^p < 0.0001 (*p* value < 0.0001). **d** Analysis of the quantification of the OSCAR (VeN90/mCherry) and the RNApII-pSer2/DAPI in intestinal epithelium cells. Quantification in (**b**, **c**, **d**) shows data collected from 183 cells from a representative sample. Additional collected data from other 3 independent experiments and 2 mice are available in Supplementary Data 1. **e** OSCAR ratio fluorescence for each cell residing at a different position of the small intestinal crypts. The cell residing at the center of the bottom of the crypt is the number 1. The highest OSCAR has been measured at position 9. Data are presented as mean value ± SEM. ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001 (Position(p) 2 vs p1, *p* value = 0.1019, p3 vs p1, *p* value = 0.0012, p4 vs p1, *p* value = 0.0006, p5 vs p1, *p* value = 0.0002, p6 vs p1, *p* value = 0.0002, p7 vs p1, *p* value = 0.0004, p8 vs p1, *p* value < 0.0001, p9 vs p1, *p* value < 0.0001, p10 vs p1, *p* value < 0.0001, p11 vs p1, *p* value = 0.0002, p12 vs p1, *p* value < 0.0001. *n* = 783 cells of 37 single crypts from 2 different mice. Statistic is calculated for each position compared to position 1. **f**, **g** OSCAR^high^ cells are low for Ki67 (**f**) and Ki67^high^ cells show lower OSCAR fluorescence ratio (**g**). Data are presented as mean value ± SD. ^***^p < 0.001 (for (**f**) and (**g**) *p* value < 0.0001). *n* = 31 cells (top10%) shown from a total of 315 cells analyzed from 2 different mice. Unpaired two-tailed *t*-test was used for all the analysis in this figure. Source data are provided as a Source Data file.

This in vivo tool allowed us to characterize the localization, cell cycle state, and transcriptional identity of cells with high (OSCAR low) or low (OSCAR high) RNApII-mediated transcriptional activity. OSCAR ratio increased from the base of the crypt (cell position 1, Fig. 3e) until reaching a maximum at cell position 8–10 (including the Paneth cells in the counting) before dropping again in the transition to the villus structure. Considering Paneth cells, this position is consistent with mTert-GFP cells (found between positions 5 and 8) and with other slowly cycling label-retaining cells distributed between positions 4 and 9, commonly referred to as “+4” cells^8^. To better characterize the cell cycle state of the OSCAR^high^ cells, we performed analysis of endogenous OSCAR fluorescence with the proliferation marker Ki67 (Fig. S4a). The analysis showed that OSCAR^high^ are uniformly quiescent (Ki67^negative^, Fig. 3f) while Ki67^high^ cells have a lower OSCAR signal compared to Ki67^low^ cells (Fig. 3g).

### Isolation of the different OSCAR cell populations in the small intestinal epithelium

FACS analysis of small intestinal crypts of EF1a-OSCAR mice showed several populations of live EpCAM^+^ epithelial cells (for gating strategy see Fig. S4b), including OSCAR^high^ (VeN90^high^ mCherry^low^) and OSCAR^low^ (VeN90^low^ mCherry^high^) cells, as well as populations of cells having higher or lower general expression of OSCAR transgenes from the EF1a promoter (Fig. 4a). Populations having the same OSCAR fluorescence ratio, but different general expression of OSCAR from the Ef1a promoter were further distinguished as EF1a^low^ and EF1a^high^ cells. We FACS-sorted 5 different live EpCAM^+^ populations: OSCAR^low^ EF1a^low^ (Population P1), OSCAR^high^ EF1a^low^ (P2), OSCAR^low^ EF1a^high^ (P3), OSCAR^med^ EF1a^low^ (P4), and OSCAR^med^ EF1a^high^ (P5) (Fig. 4b). FACS analysis of the VeN90 and mCherry intensities of the sorted populations confirmed that P2 bears high OSCAR signal, P1 and P3 low OSCAR signal and P4 and P5 medium OSCAR signal (Fig. 4c). Quantification of the cells in the different populations showed that the P4 population contains the highest number of cells (~43% of the parental events) followed by the P5 (~16%), P3 (~10%) and finally P1 and P2 (both ~4%) (Fig. 4d).

**Fig. 4:**
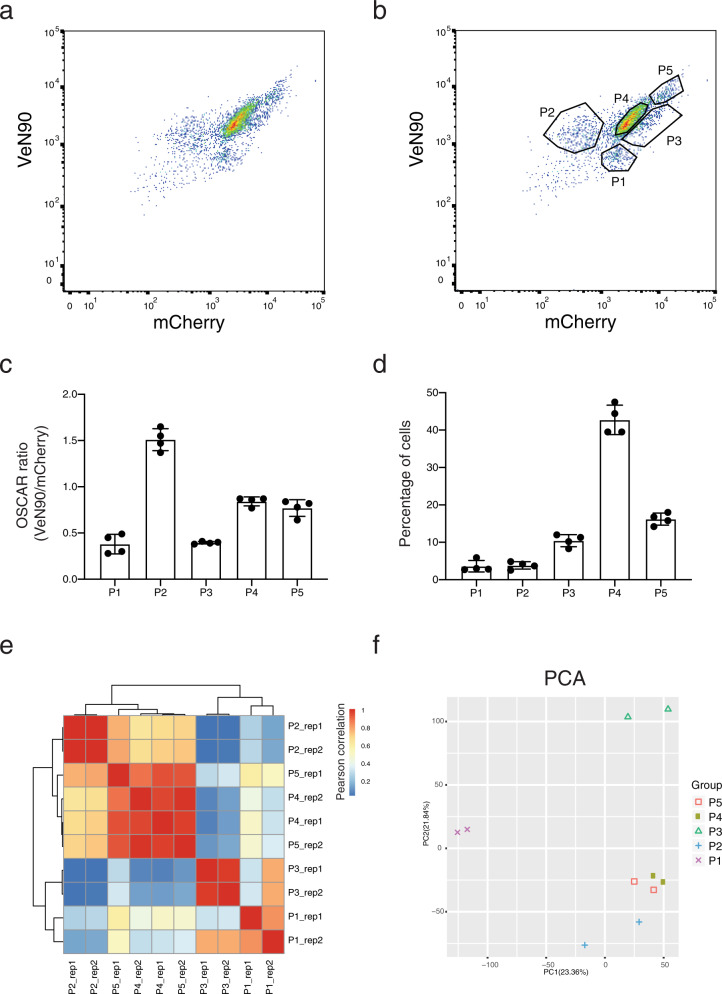
FACS analysis of OSCAR in vivo. **a** FACS analysis of EF1-OSCAR mouse small intestinal EpCAM+ live cells shows several populations of OSCAR^high^ (VeN90^high^ mCherry^low^) and OSCAR^low^ (VeN90^low^ mCherry^high^). In addition, populations with a higher or lower general transgene expression can be detected. **b** FACS gating strategy used for FACS sorting of populations P1 to P5. **c** Population P2 contains OSCAR^high^ cells. Populations P1 and P3 contain OSCAR^low^ cells, with P3 having higher VeN90 and mCherry fluorescence. Populations P4 and P5 are OSCAR^med^, with P5 having higher VeN90 and mCherry fluorescence. *n* = 4 mice were analyzed. Data are presented as mean value ± SD. **d** Percentage of cells in each of the indicated gates with respect to their parental gate. *n* = 4 mice were analyzed. Data are presented as mean value ± SD. **e** Hierarchical clustering and heatmap of the Pearson correlation of the RNAseq datasets from the different OSCAR cell populations. **f** Principal component analysis (PCA) of the RNAseq datasets as in (**e**). Source data are provided as a Source Data file.

We performed RNAseq analysis of the P1–P5 populations from two biological replicates. 

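RNA from 10000 sorted cells of each population was sequenced after poly-A selection, in 2 replicates of each of the 5 populations, which gave 10 libraries. The authors deposited the number of reads counted on each gene in each library, without normalization. They mapped the reads to the mm9 genome with TopHat and counted them on exons with HTSeq-count without regard to strand. Between 3857612 and 6485823 reads per library were counted on genes. The totals for replicates 1 and 2 were 6242043 and 6302441 in P1, 4781844 and 6357588 in P2, 3857612 and 4699165 in P3, 5403910 and 6485823 in P4, and 6437900 and 6362446 in P5. A gene with 3 counts takes between 4.63e-05% and 7.89e-05% of a library, which was taken as the smallest detectable share and covers counting error only. The libraries are named here by the population in their deposited labels. For P2 and P3 these labels conflict with the paper's Figs. 5b and 6c. For Fig. 5b, the libraries labelled P2 hold the secretory marker genes that the paper reports in P3. For Fig. 6c, Tert and Krt19, which the paper reports enriched in P2, are higher in the libraries labelled P3 than in those labelled P2. No library was renamed, and where the paper compares P2 or P3 with the other populations, values of both labelled pairs are given. Mitochondrial genes took 58.6% and 35.5% of the counts in the 2 libraries labelled P3, and between 1.02% and 4.99% in the other 8. Counts on 183 rRNA gene names were removed, and 13707 genes passed edgeR's filter on low counts. Differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization, in a model of 5 populations over all 10 libraries (5 residual degrees of freedom), and a gene was called differentially expressed at an adjusted p under 0.01. Fold changes against several populations are against the average of their log2 means. Normalized counts are counts divided by DESeq2's size factors. The deviations of same-numbered libraries from their population means had correlations between -0.0398 and 0.521 over the 10 pairs of populations, with a median of 0.234, so results with the replicate number as a block are given beside those without it. Each population has 1 library of each replicate number, so the block can hardly move a fold change by design and acts on the error and the adjusted p. Similar fold changes with and without it are therefore no sign of stability.

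**Figure D1:**
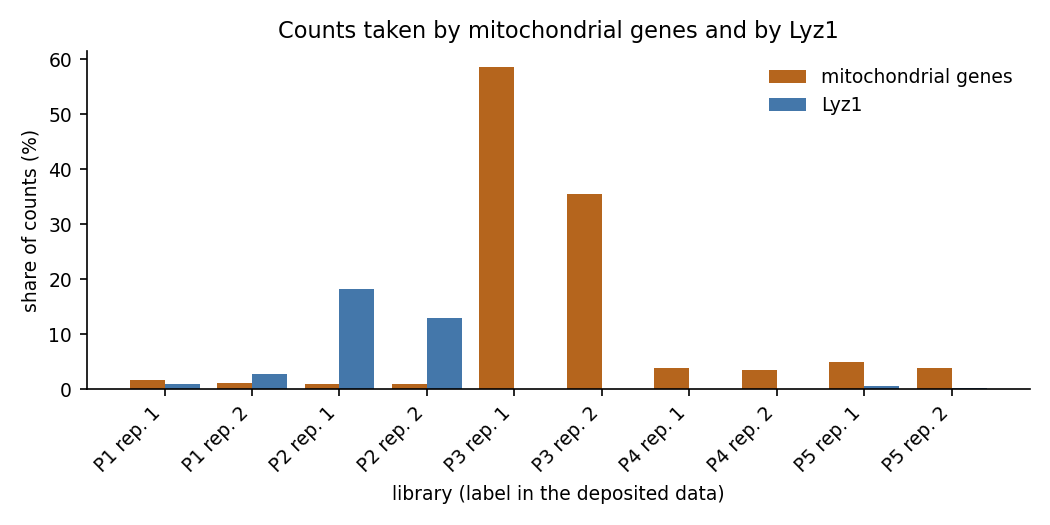
Share of each library's counts, in percent, taken by mitochondrial genes (after removal of rRNA genes) and by Lyz1 (of all gene counts), one pair of bars per library, by deposited label. Mitochondrial genes reach 58.6% in P3 replicate 1, and Lyz1 reaches 18.2% in P2 replicate 1.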

Unsupervised hierarchical clustering of the Pearson correlation between the different samples showed high correlation (Pearson coefficient >0.8) between the biological replicates (Fig. 4e). 

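Over all genes, the Pearson correlation of normalized counts between the 2 replicates was 0.821 in P1, 0.979 in the libraries labelled P2, 0.997 in those labelled P3, 0.960 in P4 and 0.931 in P5. These are correlations across genes, and genes are not independent replicates. The lowest of the 5 rose to 0.927 on the scale of log2(normalized count + 1), the alternative that moved it most. Without the 10 most abundant genes the correlation within P1 was 0.945. The lowest value was then 0.903, in P5. In P1, Lyz1 took 0.852% of the counts of replicate 1 and 2.67% of those of replicate 2.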

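Between single P4 and P5 libraries, the Pearson correlation of normalized counts ranged from 0.882 to 0.986 over 4 pairs, a range that overlaps the correlations between replicates of these populations. The libraries labelled P3 had correlations between 0.616 and 0.691 with P4 and between 0.682 and 0.772 with P5. The libraries labelled P2 had correlations between 0.0598 and 0.125 with P4, between 0.104 and 0.321 with P5 and between 0.0240 and 0.0372 with those labelled P3. P1 had correlations between 0.305 and 0.503 with P4 and between 0.313 and 0.770 with the libraries labelled P2. Divided into 4 clusters, the correlations left P1, the libraries labelled P2 and those labelled P3 each alone and placed P4 and P5 together. The gaps between these correlations depend on the scale, and some on a few abundant genes. On the scale of log2(normalized count + 1), the libraries labelled P2 had correlations between 0.909 and 0.914 with P4, those labelled P3 between 0.925 and 0.962, and P1 between 0.910 and 0.921. Without the 10 most abundant genes, the correlations with P4 were between 0.339 and 0.571 for the libraries labelled P3, which overlaps the 0.391 to 0.510 of P1, while those of the libraries labelled P2 stayed lower, between 0.167 and 0.214.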

We found the P4 and P5 populations strongly clustering together (*p* > 0.8), with P2 and, even further, P1 and P3 clustering separately (Fig. 4e). To have higher resolution of the sample correlation we performed principal component analysis (PCA) that confirmed the separation of the P1 and P3 populations from the other populations and the transcriptional proximity of the P4 and P5 populations (Fig. 4f).

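With each gene's normalized counts centred and scaled, PC1 held 27.9% and PC2 25.6% of the variance. On these 2 components, the distance between the means of P4 and P5 was 14.4, while the 2 replicates lay 8.43 apart in P4 and 19.0 apart in P5. The libraries labelled P3 lay 48.2 from P4 and 33.9 from P5, with 42.6 between their own replicates. The libraries labelled P2 lay 171 from P4 and 179 from P5, and P1 lay 196 from P4 and 186 from P5. Of these 3 populations, those labelled P3 lay nearest to P4 and P5, here and on the log2 scale with all genes or with the 500 most variable genes. With normalized counts centred and not scaled, the order was the reverse, and the distance to P4 was 2092000 for the libraries labelled P3, 1691000 for those labelled P2 and 132000 for P1.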

### Characterization of the isolated intestinal OSCAR cell populations

To characterize the 5 sorted OSCAR populations, we performed a geneset enrichment analysis by using different marker datasets of the major cell types in the intestinal epithelium (Fig. 5a)^39^. 

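Of 20 intestinal stem cell markers, all 20 were higher in P4 than the average of P1, P2 and P3, with a mean log2 fold change of 1.79 (adjusted p = 3.58e-19 from limma's camera test with Benjamini-Hochberg adjustment over 15 list tests). Blocking on the replicate number left the mean at 1.79 (adjusted p = 9.47e-17 from limma's camera test), and the deviations of same-numbered P4 and P5 libraries had a correlation of 0.521. In P5 the mean was 1.65, with 20 of 20 markers higher, and 1.65 with the block. The alternative that changed these list results most was a correlation between genes estimated from the data, with which the adjusted p of limma's camera test was 0.117 in both populations. Lgr5, on chromosome 10 of NCBIM37 from 114887367 to 115024836, had a log2 fold change of 2.53 in P4 (standard error 0.22, adjusted p = 0.00504 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.27 in P5 (standard error 0.22, adjusted p = 0.00142 from the same edgeR test). With the block, the values were 2.53 and 2.27, with adjusted p of 0.000696 and 0.000481 from the edgeR test. A gene on the opposite strand overlaps Lgr5, and the counting did not use strand. Its normalized count was 586 ± 72.9 (SD, n = 2) in P4, 489 ± 125 (SD, n = 2) in P5 and 464 ± 19.1 (SD, n = 2) in the libraries labelled P2 and 36.8 ± 20.8 (SD, n = 2) in those labelled P3. Of 26 enterocyte markers, 23 were higher in P1 than the average of the other 4 populations, with a mean log2 fold change of 1.64 (adjusted p = 0.000478 from limma's camera test). With the block the mean was 1.68, with 24 markers higher.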

P4 and P5 populations showed a significant enrichment in ISC markers, while P1 population was significantly enriched in enterocyte markers (Fig. 5a). 

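All 4 secretory lists were lower in the libraries labelled P3 than the average of the other populations. The mean log2 fold change was -2.60 over 16 Paneth markers (0 higher), -1.60 over 19 goblet markers (1 higher), -0.67 over 21 tuft markers (6 higher) and -3.52 over 26 enteroendocrine markers (0 higher). Their adjusted p-values in limma's camera test with Benjamini-Hochberg adjustment were 2.23e-09, 8.99e-14, 0.0298 and 7.88e-14. The same lists were higher in the libraries labelled P2. Their means were 6.35 for Paneth (16 of 16 markers higher), 3.40 for goblet (18 of 19), 3.28 for tuft (21 of 21) and 4.48 for enteroendocrine markers (25 of 26). The adjusted p-values of limma's camera test were 5.72e-19, 3.24e-24, 1.91e-10 and 1.48e-16. The block on the replicate number gave means of -2.62, -1.63, -0.78 and -3.56 in the libraries labelled P3, and 6.35, 3.39, 3.39 and 4.45 in those labelled P2, all past 0.05 in limma's camera test (adjusted p of at most 0.0258). Of the pairs of populations, the labelled P2 and P3 had the lowest correlation of same-numbered deviations, -0.0398. The tuft list differed most between the 2 libraries labelled P3, with a mean log2 CPM of 3.61 in replicate 1 and 1.39 in replicate 2, and its lower mean there is within this spread. For P3, the average includes the libraries labelled P2, where all 4 lists were highest. Beside P4, the libraries labelled P3 had a higher Paneth list (5.96 and 4.94 against 3.56 and 4.21). Their goblet list (4.79 and 5.89 against 6.93 and 6.59) and enteroendocrine list (0.269 and -0.0122 against 3.73 and 3.15) were lower. The tuft values of P4, 2.40 and 2.20, lay between. With the correlation between genes estimated from the data, no secretory list of either labelled pair was past 0.05 in limma's camera test.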

Interestingly, all the markers of fully differentiated secretory cells of the intestinal epithelium (Paneth, Goblet, Tuft, and enteroendocrine cells) were found strongly enriched in the P3 population indicating that this population contains an heterogenous pool of cells of the same lineage, presumably having the same transcriptional and metabolic state (Fig. 5a). 

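Mean log2 CPM of the enterocyte markers was 9.85 and 9.26 in the 2 libraries of P1, 9.52 and 8.06 in those labelled P3, 8.32 and 7.01 in P4, 9.26 and 7.96 in P5, and 5.69 and 6.54 in those labelled P2. The Paneth markers stood at 12.9 and 12.5 in the libraries labelled P2, at 8.12 and 9.74 in P1 and between 3.56 and 7.42 in the remaining 6 libraries. The stem cell markers stood between 5.84 and 6.27 in the 4 libraries of P4 and P5, and between 3.43 and 5.25 in the other 6.

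**Figure D2:**
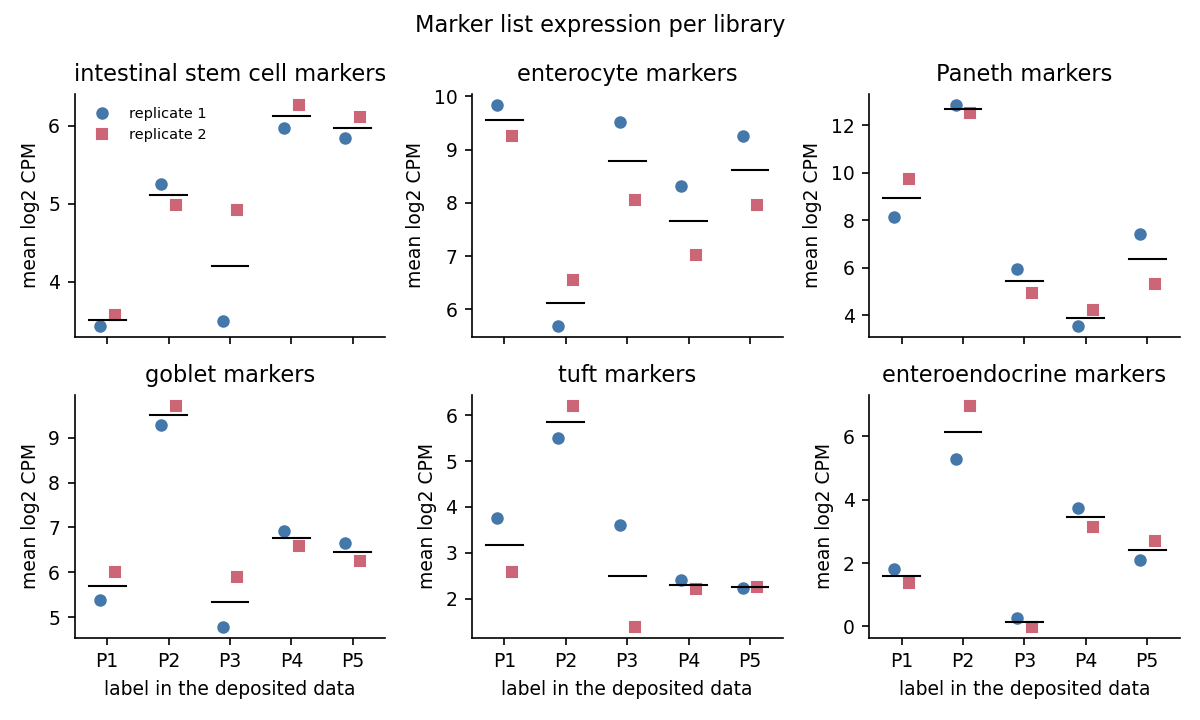
Mean log2 CPM of 6 marker lists in each library, by deposited label, with replicate 1 as circles, replicate 2 as squares and the mean of the 2 as a line. The 4 secretory lists are highest in both libraries labelled P2.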

In agreement with the in vitro experiment in organoids (Fig. 2e–h), the OSCAR^low^ cells (P1 and P3) marked differentiated cells (enterocytes and secretory cells), while OSCAR^medium^ cells represented active stem cells. 

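Lyz1, on chromosome 10 of NCBIM37 from 116724852 to 116729924, had a normalized count of 1294900 ± 391740 (SD, n = 2) in the libraries labelled P2, 5516 ± 2341 (SD, n = 2) in those labelled P3, 104900 ± 77395 (SD, n = 2) in P1, 1549 ± 716 (SD, n = 2) in P4 and 15948 ± 15676 (SD, n = 2) in P5. Its paralog Lyz2 lies next to it, and reads shared by both would not have been counted. The log2 fold change of Lyz1 in the libraries labelled P2 was 6.83 (standard error 0.72, adjusted p = 0.000115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6.81 with the replicate number as a block (correlation of same-numbered deviations across pairs of populations, median 0.234). In those labelled P3 it was -2.87 (adjusted p = 0.0878 from the same edgeR test), and -2.91 with the block. For Muc2, Dclk1 and Chga, the log2 fold changes were 4.30, 3.04 and 5.65 in the libraries labelled P2, and -2.27, -0.43 and -2.24 in those labelled P3. With the block they were 4.27, 3.22 and 5.75, and -2.35, -0.66 and -2.36. The first 3 passed the threshold with and without the block, and the last 3 passed it in neither model. In P4 the log2 fold change of Olfm4 against P1, P2 and P3 was 2.76 (adjusted p = 0.0183 from the same edgeR test, and 0.00680 with the block), and that of Ascl2 was 2.53 (adjusted p = 0.00857 from that test, 0.00455 with the block). In P5 the values were 2.67 for Olfm4 (adjusted p = 0.0207 from the same edgeR test, 0.00723 with the block) and 2.74 for Ascl2. Olfm4 thus passed the threshold of 0.01 only with the block. In P1 the log2 fold change of Vil1 was 2.46 and that of Krt20 was 3.71, and with the block 2.48 and 3.71. Vil1 overlaps a gene on the opposite strand.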

Plotting the gene expression levels and independent RT-qPCR of some of the most characterized markers of the different intestinal epithelium cell types confirmed the geneset enrichment analysis (Figs. 5b and S4c). Remarkably, the P2 population did not show any significant enrichment of these known markers. 

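Besides the secretory lists, 12 of the 20 stem cell markers were higher in the libraries labelled P2 than the average of the other populations, with a mean log2 fold change of 0.13 (adjusted p = 0.404 from limma's camera test with Benjamini-Hochberg adjustment), and 1 of the 26 enterocyte markers was higher, with a mean of -2.54. The means were 0.18 and -2.32 with the replicate number as a block. Of the 26 enterocyte markers, 24 were higher in the libraries labelled P3, with a mean of 0.89 (adjusted p = 0.000995 from limma's camera test), and 4 of the 20 stem cell markers were higher, with a mean of -0.65 (adjusted p = 0.000488 from limma's camera test). With the block these means were 0.77 and -0.69, with adjusted p of 1.1e-05 and 0.000246 from limma's camera test. In fits that each left out a single library, the enterocyte mean of the libraries labelled P3 ranged from -0.08 to 1.41. The average for P3 includes the libraries labelled P2, where the enterocyte list was lowest (mean log2 CPM of 5.69 and 6.54). The libraries labelled P3 had 9.52 and 8.06, near the 9.26 and 7.96 of P5. P1 had 9.85 and 9.26, and P4 had 8.32 and 7.01. With limma's fry test, or with the correlation between genes estimated from the data, neither list of P3 passed the list threshold.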

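No gene was called between P5 and P4, while 350 of 13707 genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With the replicate number as a block, 1 gene was called, Gm15299, named after its value was seen, and the deviations of same-numbered P4 and P5 libraries had a correlation of 0.521. Gm15299 also had a log2 fold change of -7.04 in replicate 2 against replicate 1 (adjusted p = 1.51e-06 from edgeR's quasi-likelihood test). Its call between P5 and P4 may therefore rest on replicate 1. The stem cell markers had a mean log2 fold change of -0.14 between P5 and P4, with 2 of 20 higher in P5 (adjusted p = 0.0496 from limma's camera test with Benjamini-Hochberg adjustment over 4 list tests), and -0.15 with the block. All 26 enterocyte markers were higher in P5, with a mean of 0.92 (adjusted p = 4.61e-11 from limma's camera test), and 0.96 with the block. Between same-numbered libraries, the mean log2 CPM of the enterocyte markers was higher in P5 by 0.94 in replicate 1 and 0.95 in replicate 2. The bars of P4 and P5 in Fig. 5b match these libraries best with the 2 names exchanged and those in Fig. 6c as deposited, and an exchange would reverse each sign between P5 and P4. Vil1 and Olfm4 had log2 fold changes of 0.35 and -0.09.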

With these analyses we were not able to differentiate the P4 from the P5 population, however, the P5 cells showed a minor enrichment in ISC markers and a marginally higher enrichment in enterocyte markers with respect to the P4 population (Fig. 5a, top-left and top-middle panels). FACS analysis revealed that the P5 cells have a significantly higher forward and side scatter values than P4 cells (Fig. 5c, d), indicating a bigger size and granularity (the latter may indicate a higher nucleus-to-cytoplasm complexity). We then hypothesized that the difference between P4 and P5 could be linked to their cell cycle state. 

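The paper's list of transit-amplifying markers was not used here, and the S and G2M phase genes of the Seurat package were taken as cycling genes. All 51 G2M phase genes were higher in P5 than in P4, with a mean log2 fold change of 1.37 (adjusted p = 4.75e-112 from limma's camera test with Benjamini-Hochberg adjustment), and 1.34 with the replicate number as a block, where same-numbered P4 and P5 deviations had a correlation of 0.521. Camera treats these genes as nearly independent, and with their correlation estimated from the data the adjusted p of limma's camera test was 0.0154. Of 42 S phase genes, 17 were higher in P5, with a mean of -0.03 (adjusted p = 0.308 from limma's camera test), and -0.06 with the block. Both P5 libraries, with a mean log2 CPM of 5.77 and 6.44 over the G2M phase genes, lay above both P4 libraries, with 4.70 and 4.85. Mki67 had a log2 fold change of 1.18 between P5 and P4 (standard error 0.35, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.14 with the block.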

First, we performed another geneset enrichment analysis with markers more specific for TA cells and we found that P5 cells are enriched in these markers with respect to the P4 population (Fig. 5e). Secondly, we made a cell-cycle FACS analysis that showed the P4 cells being enriched for G1/S phase, while P5 cells are in S/G2M phase (Fig. 5f, g). These two analyses indicated that the P4 gate contains stem cells that are entering the cell cycle, while the P5 population are mainly cells that are dividing. 

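Between pairs of labelled populations, 3988 genes were called between P2 and P1, 2881 between P2 and P3, 1962 between P2 and P4 and 2178 between P2 and P5. From P1, 2133 genes differed in P3, 3217 in P4 and 2716 in P5. No gene was called between the libraries labelled P3 and P4, where 2078 genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, or between those labelled P3 and P5, where 1588 had. With the replicate number as a block, 4519, 3231, 2392 and 2604 genes were called between P2 and P1, P3, P4 and P5, 2601, 3882 and 3348 between P1 and P3, P4 and P5, and 4 each between P3 and P4 and between P3 and P5. These 4 genes, named after their values were seen, were Gm13340, mt-Tc and mt-Tp, higher in the libraries labelled P3, and Lgr5, lower there, in both comparisons. The correlations of same-numbered deviations had a median of 0.234. Against the average of the other 4, 4319 genes were called in P1, and against the average of P1, P2 and P3, 236 were called in P4 and 285 in P5 (4814, 564 and 521 with the block). Without mitochondrial genes, an alternative chosen after the data were seen, 46.9% of the genes called between P1 and P4 were higher in P1, against 59.8% with them.

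**Figure D3:**
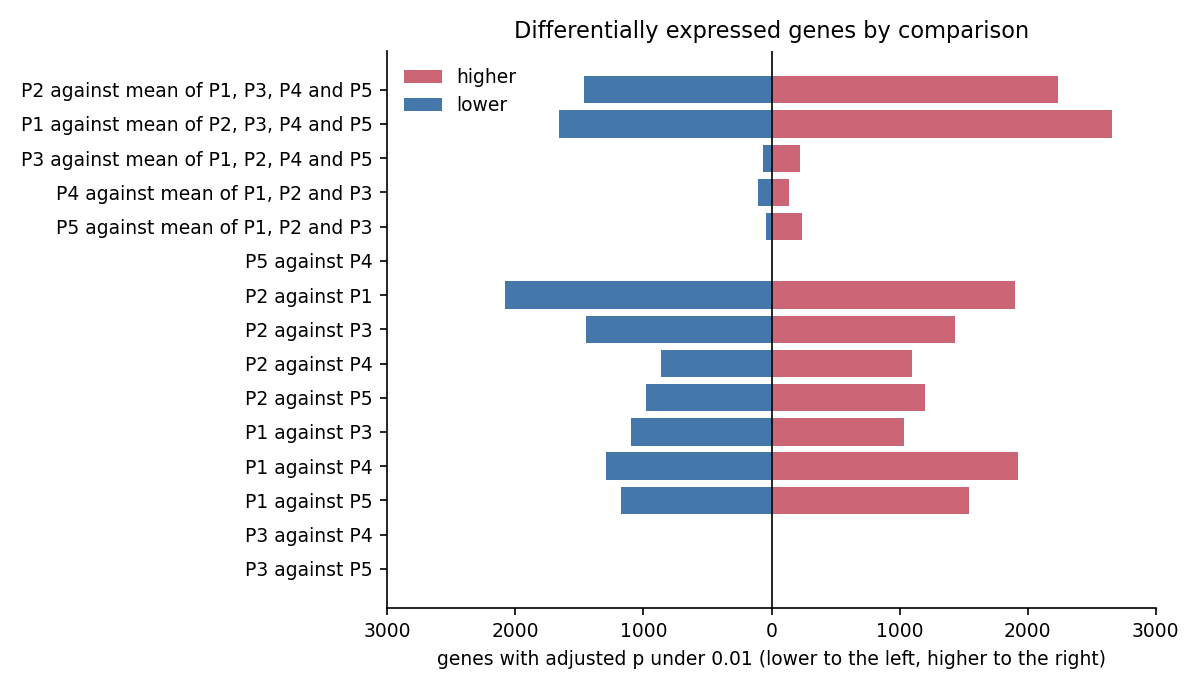
Number of genes with an adjusted p under 0.01 in 15 comparisons of the labelled populations, with higher genes drawn to the right and lower genes to the left. The 3 comparisons P5 against P4, P3 against P4 and P3 against P5 have 0 genes.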

Taken together, these analyses indicated that P1, P3, P4, and P5 cell populations are enriched with intestinal cells of specific cell lineages or cell-cycle stage, while it was not possible to specifically identify cells within the P2 gate.

**Fig. 5:**
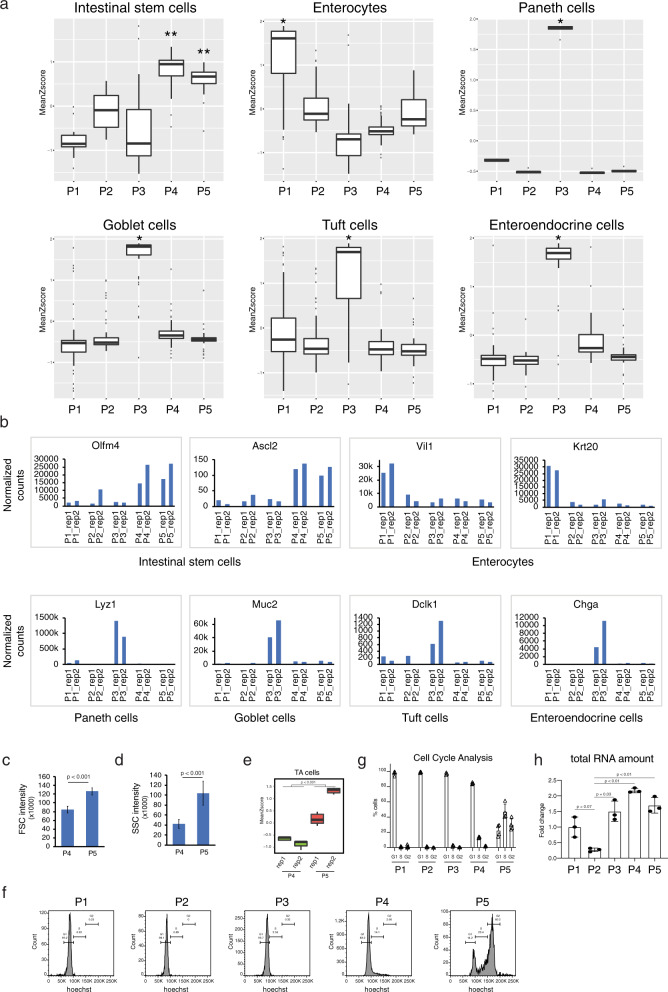
Transcriptional profiling of the OSCAR intestinal cell populations. **a** Box plot of geneset enrichment analysis of the indicated gene datasets in the different OSCAR cell populations. P4/P5 cell population correlates with intestinal stem cells, P1 with enterocytes and P3 with secretory cells. Boxplots shows the quartile distribution of the data. A distance of 1.5 times the inter quartile range (Q3–Q1) is measured out below the lower quartile and a whisker is drawn up to the lower observed point from the dataset that falls within this distance. All other observed points are plotted as outliers. Intestinal stem cells *n* = 24 genes, Enterocytes *n* = 108 genes, Paneth cells *n* = 14 genes, Goblet cells *n* = 91 genes, Tuft cells *n* = 103 genes, Entroendocrine cells *n* = 77 genes. Intestinal stem cells *p* value: P1 vs P4 = 0.0002, P2 vs P4 = 0.0001, P3 vs P4 = 0.0245, P1 vs P5 = 0.0002, P2 vs P5 = 0.0006, P3 vs P5 = 0.0352, Enterocytes *p* value: P1 vs P2 = 2.038104e − 08, P1 vs P3 = 2.931078e − 11, P1 vs P4 = 1.590139e − 11, P1 vs P5 = 4.872108e − 09, Paneth cells *p* value: P1 vs P2, P3, P4 and P5 = 0.0039, Goblet cells *p* value: P1 vs P3 = 1.563194e − 12, P2 vs P3 = 9.947598e − 13, P4 vs P3 = 1.791989e − 11, P5 vs P3 = 2.700062e − 13, Tuft cells *p* value: P1 vs P3 = 2.248624e − 06, P2 vs P3 = 3.970961e − 08, P4 vs P3 = 7.164053e − 10, P5 vs P3 = 5.493567e − 10. Entroendocrine cells *p* value: P1 vs P3 = 6.743903e − 10, P2 vs P3 = 2.273737e − 12, P4 vs P3 = 8.708412e − 09, P5 vs P3 = 4.547474e − 12. The *p* value is calculated by Wilcoxon two-tailed test. **b** Bar charts showing the RNAseq normalized counts levels of the indicated gene markers in the analyzed OSCAR populations. **c**, **d** Forward (FSC) and side (SSC) scatter values from the FACS analysis in the P4 and P5 OSCAR populations. FSC is directly proportional to the size of the cells, while SSC provides information about the internal cell complexity (granules and nucleus increase SSC). *n* = 4 mice were analyzed. Data are presented as mean value ± SD (for panel (**c**), *p* value = 0.0003 and for panel (**d**) *p* value = 0.0028). **e** Box plot of geneset enrichment analysis of transit-amplifying (TA) cell markers in the P4/P5 cell populations. Boxplots shows the quartile distribution of the data. A distance of 1.5 times the inter quartile range (Q3–Q1) is measured out below the lower quartile and a whisker is drawn up to the lower observed point from the dataset that falls within this distance. All other observed points are plotted as outliers. The *p* value is calculated by Wilcoxon two-tailed test. *n* = 235 gene. **f** Cell-cycle FACS analysis performed by using Hoechst33342 staining of the different cell populations isolated from the OSCAR mouse intestinal epithelial crypts. **g** Quantification of the cell-cycle FACS analysis. *n* = 4 mice were analyzed. Data are presented as mean value ± SD. **h** Bar chart indicating the relative cellular RNA content of the different cell populations isolated from the OSCAR mouse intestinal epithelial crypts. *n* = 3 pool of 2 mice were analyzed. Data are presented as mean value ± SD (for p4, *p* value = 0.0007 and for p5, *p* value = 0. 0.0076). Paired two-tailed *t*-test was used for the statistical analysis. Source data are provided as a Source Data file.

### Analysis of the OSCAR^high^ cells in the intestinal epithelium

To confirm that P2 cells had low transcriptional activity as indicated by high OSCAR fluorescence ratio (Fig. 4c), we measured the total amount of RNA from the sorted cell populations normalized on the number of cells (Fig. 5h). Cells in the P2 population showed the lowest cellular RNA content among all the other populations, characteristic of cells in G_0_ (Fig. 5h)^40^ and in accordance with low transcriptional activity and dormancy. 

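Against the average of the other 4 populations, 3706 genes were called in the libraries labelled P2, of which 2239 were higher and 1467 lower. The libraries labelled P3 had 289 genes called, of which 221 were higher and 68 lower. With the replicate number as a block, 4061 and 461 genes were called. Same-numbered deviations had a correlation of -0.0398 between these labelled populations. With P1, P4 and P5 it was between 0.108 and 0.117 for P2 and between 0.225 and 0.264 for P3. Among the other settings of this model, an adjusted p under 0.05 raised the count of the libraries labelled P3 most, to 1754, and leaving out P4 replicate 1 lowered it most, to 39. Against the 8 other libraries as 1 group, 1532 genes were called in the libraries labelled P2 and 5 in those labelled P3 (Gm13340, Gm13341, mt-Nd6, mt-Tc and mt-Tp, named after their values were seen). Of the genes called against the average, 2045 higher and 1254 lower ones in the libraries labelled P2, and 136 and 60 in those labelled P3, had both libraries outside the range of the other 8. The largest fold changes up were those of Trpa1, Defa-ps7, Insrr, Sntb1 and Cybrd1. Trpa1 had a normalized count of 762 ± 280 (SD, n = 2) in the libraries labelled P2 and at most 18.6 ± 6.07 (SD, n = 2) in another population (adjusted p = 1.55e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8.58e-06 with the block). Defa-ps7 belongs to a gene family whose members share reads. The largest down were BC030867, Cenpm, Tcf23, Mxd3 and Mns1, with 0 counts in both libraries labelled P2. Against the floor of 3 counts they were at least 7.21-fold, 7.05-fold, 6.76-fold, 6.22-fold and 3.66-fold lower than the average of the other populations' log2 means. The largest up in the libraries labelled P3 were Hbb-b1 and Hbb-b2, which are paralogs, Gm13341, mt-Tp and mt-Co1, and the largest down in the model were Nt5dc3, Abcc8, Kcnh2, Tle6 and Pycr1, with 0 counts in both libraries except for 1 count of Pycr1. Against the same floor these were at least 3.99-fold, 3.59-fold, 2.96-fold, 2.52-fold and 8.71-fold lower. With the block, Tle6 was no longer past the threshold (adjusted p = 0.0112 from the edgeR test).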

To further characterize the P2 cell population, we identified differentially expressed genes in P2 with respect to all the other populations (494 genes, *p* < 0.01). Gene Ontology (GO) analysis of this geneset revealed that P2 population is enriched in signaling pathways related to RNApII-associated transcription process, bacteria/drug defence-response and development/differentiation-associated signaling (Fig. 6a). An expression heatmap of the genes associated with the transcription process show a strong downregulation in the P2 population, whereas part of them are upregulated in the P1/P3 and partially upregulated in P4/P5 (Fig. 6b). This analysis indicates that OSCAR system can reliably mark the cells depending on their transcriptional activity state.

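Of the 55 genes named in Fig. 6b, 52 were higher in the libraries labelled P2 than the average of the other populations, with a mean log2 fold change of 2.05 (adjusted p = 1.64e-12 from limma's camera test with Benjamini-Hochberg adjustment). Of the 55 genes, 2 were higher in the libraries labelled P3, with a mean of -2.32 (adjusted p = 3.53e-26 from limma's camera test). The block on the replicate number gave 2.05 and -2.33. Same-numbered deviations had a correlation of -0.0398 between these labelled populations, and a median of 0.234 over all pairs of populations. The authors chose these genes among those called in the same data, so the p-values describe the list and do not test it anew. Polr2c and Ccnh, drawn in Fig. 6b as higher in P2, had log2 fold changes of -0.87 and -0.19 in the libraries labelled P2, and 1.19 and 0.85 in those labelled P3. With the block these were -0.86, -0.18, 1.18 and 0.84, and none passed the threshold in either model. Both overlap genes on the opposite strand. The RNA polymerase II subunit Polr2a and the kinase Cdk9 with its cyclin Ccnt1 were not on that list. Polr2a had a log2 fold change of -0.14 in the libraries labelled P2 (standard error 0.17, adjusted p = 0.561 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.10 in those labelled P3. Cdk9 had 0.04 and -0.04, and Ccnt1 0.24 and -0.11, none of them past the threshold. With the block none passed it either (adjusted p between 0.213 and 0.905 from the edgeR test). Ccnt1 overlaps a gene on the opposite strand, and Cdk9 overlaps genes on its own strand. These scaled RNA levels measure neither the activity of the kinase nor the amount of RNA per cell.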

**Fig. 6:**
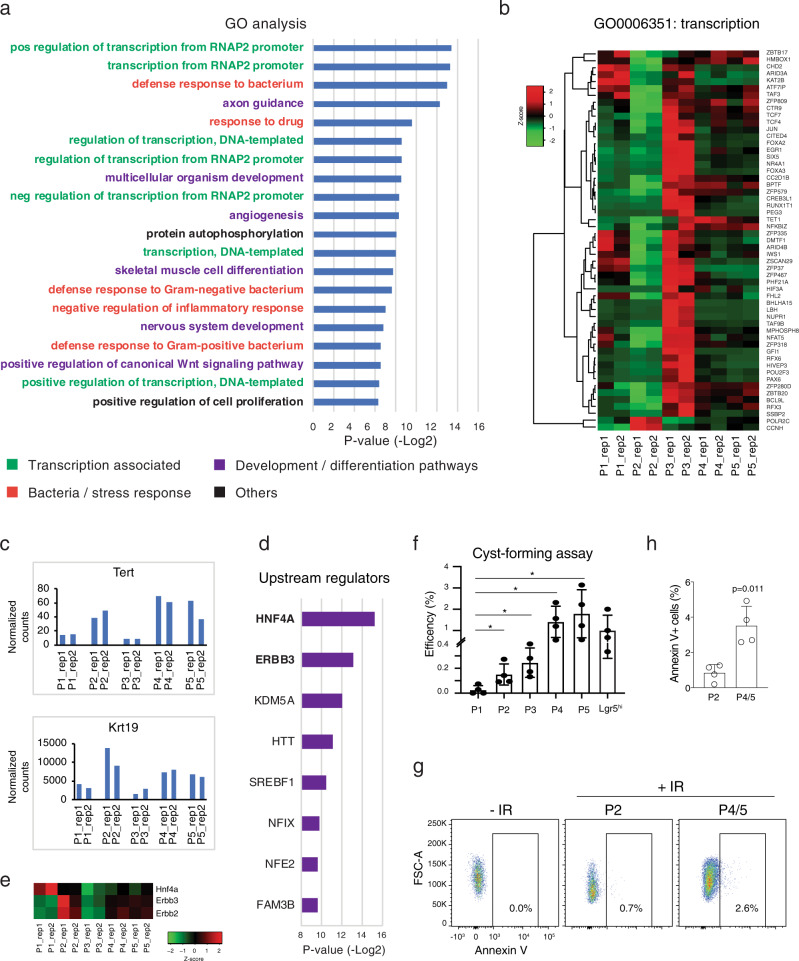
Characterization of the OSCAR intestinal P2 cell population. **a** Bar chart of the -Log2 *p v*alues (adjusted) of the enrichment for the Gene Ontology (GO) terms found significantly enriched in the P2 OSCAR cell population. Adjusted enrichment *p* value is calculated using one-tail Fisher’ exact test by DAVID (v6.8)^56^. **b** Hierarchical clustering and heatmap of the expression level of the differentially expressed genes (DEGs) found in the GO term “transcription from DNA template” in the indicated OSCAR samples. **c** Bar charts showing the RNAseq normalized counts levels of the Tert and Krt19 gene markers in the analyzed OSCAR populations. **d** Bar chart of the -Log2 *p* values of the enrichment for the upstream regulators of the upregulated genes in the P2 population with respect to the average of the other populations. The *p* value is calculated by one-tail Fisher’s exact test by IPA (Ingenuity Pathway Analysis)^57^. **e** Heatmap of the expression level of Hnf4a and Erbb2/3 genes in the indicated OSCAR samples. **f** Bar chart indicating the cyst-forming efficiency of the indicated OSCAR populations in vitro. Number of cysts have been counted at day 5 after single-cell plating. *n* = 4 mice were analyzed. Data are presented as mean value ± SD. Paired two-tailed *t*-test was used. ^*^p value < 0.05 (p1 vs p2, *p* value = 0.0246, p1 vs p3, *p* value = 0.0138, p1 vs p4, *p* value = 0.0293, p1 vs p5, *p* value = 0.0354). Single Lgr5^high^ cells isolated from Lgr5-eGFP mouse model have been used as control. **g** FACS analysis performed by using Annexin V staining to measure apoptosis in crypt cells from irradiated (+IR) mice. Left panel (−IR) shows FACS profile of ungated OSCAR cells (all the cells) isolated from intestinal crypt of not irradiated OSCAR mice. **h** Quantification of the Annexin V+ cells in irradiated OSCAR mice. *n* = 4 mice were analyzed. Data are presented as mean value ± SD. Welch’s two-tailed *t*-test was used for the statistical analysis. Source data are provided as a Source Data file.

Several markers were proposed to label the intestinal reserve stem cell pool (see introduction), a population of cells with stem properties (e.g., ability to regenerate intestinal epithelium in case of damage of the Lgr5+ cells) and supposed to be in a dormant state. We therefore checked the expression of these markers in our isolated OSCAR populations. We found that Tert and Krt19 marker genes are enriched in the P2 population (Figs. 6c and S5a), whereas other genes like Hopx, Dll1, Bmi1, Prox1, and Lrig1 are more enriched in the P3 population (Fig. S5b). 

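Tert, on chromosome 13 of NCBIM37 from 73764449 to 73786489, had a normalized count of 8.85 ± 0.269 (SD, n = 2) in the libraries labelled P2, 43.8 ± 7.36 (SD, n = 2) in those labelled P3, 14.7 ± 0.734 (SD, n = 2) in P1, 65.0 ± 6.23 (SD, n = 2) in P4 and 49.9 ± 18.0 (SD, n = 2) in P5. Its log2 fold change was -2.14 in the libraries labelled P2 (standard error 0.41, adjusted p = 0.00264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.86 in those labelled P3 (standard error 0.32, adjusted p = 0.104 from the same edgeR test). Blocking on the replicate number gave -2.13 and 0.88, with adjusted p of 0.00360 and 0.107 from the edgeR test. The correlation of same-numbered deviations was -0.0398 between these labelled populations (median 0.234 over all pairs of populations). Krt19, on chromosome 11 from 100002124 to 100009979, had a normalized count of 2292 ± 1000 (SD, n = 2) in the libraries labelled P2 and 11430 ± 3429 (SD, n = 2) in those labelled P3. Its log2 fold changes were -1.59 (adjusted p = 0.00666 from the edgeR test) and 1.42 (adjusted p = 0.0185 from the edgeR test), and -1.58 and 1.42 with the block (adjusted p of 0.00795 and 0.0194 from the edgeR test). Against P4, Tert had a log2 fold change of -2.89 in the libraries labelled P2 (adjusted p = 0.00218 from the edgeR test, -2.88 with the block) and -0.49 in those labelled P3 (adjusted p = 0.544 from the edgeR test, -0.47 with the block). For Hopx, Dll1, Bmi1, Prox1 and Lrig1 the log2 fold changes were 1.67, 1.60, 0.82, 3.38 and 1.00 in the libraries labelled P2, all past the threshold except that of Bmi1 (adjusted p = 0.0153 from the edgeR test). In the libraries labelled P3 they were -0.78, -0.70, -0.74, -2.13 and -0.17, none past the threshold. With the block they were 1.69, 1.62, 0.82, 3.37 and 1.04 in the libraries labelled P2. The block gave -0.82, -0.70, -0.76, -2.13 and -0.19 in those labelled P3, and no gene of these 5 changed side of the threshold with it. Hopx, Dll1, Prox1 and Lrig1 overlap genes on the opposite strand.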

As previously reported some of these markers are also expressed in the P4 and P5 populations that contains Lgr5+ proliferative stem cells^13^. 

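Among the markers of the proposed reserve pool, the normalized counts in P4 and P5 were 317 ± 39.7 and 303 ± 40.8 (SD, n = 2 each) for Hopx, 298 ± 39.8 and 224 ± 57.4 for Dll1, 75.6 ± 3.16 and 82.8 ± 7.85 for Bmi1, 12.4 ± 1.89 and 10.5 ± 4.07 for Prox1, and 940 ± 225 and 973 ± 164 for Lrig1. Lrig1 was at 186 ± 51.0 (SD, n = 2) in P1. Krt19 stood at 7656 ± 411 (SD, n = 2) in P4 and 6505 ± 473 (SD, n = 2) in P5.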

Interestingly, Hopx, Dll1, Bmi1, Prox1, and Lrig1 are either already known markers of cells of the secretory lineage^15,16^ or transcriptionally enriched in secretory precursor or differentiated cells as shown by single-cell RNAseq analysis (Fig. S5c; Hopx and Prox1 in enteroendocrine cells, Dll1 in Goblet cells, Bmi1 and Lrig1 in secretory precursor cells)^39^. Geneset enrichment analysis confirmed that the P3 OSCAR population does indeed also contain secretory precursor cells^41^ (Fig. S5d). To better characterize the P2 population, we performed an upstream regulator analysis on IPA software by using the genes found upregulated in the P2 population (Fig. 6d). This predictive analysis showed several potential master regulators of the transcriptional profile of the P2 population, and two of them, specifically Hnf4a and Erbb3 (Fig. 6d) were enriched in the P2 population (Fig. 6e). 

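Hnf4a had a log2 fold change of -0.80 in the libraries labelled P2 (standard error 0.26, adjusted p = 0.0352 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.20 in those labelled P3 (standard error 0.24, adjusted p = 0.623 from the same edgeR test). Erbb3 had -0.59 (adjusted p = 0.0665 from the edgeR test) and 0.84 (adjusted p = 0.0341 from the edgeR test). Erbb2 had -1.73 (adjusted p = 0.00133 from the edgeR test) and 1.42 (adjusted p = 0.00897 from the edgeR test), both past the threshold. With the replicate number as a block, the values were -0.83 and 0.22 for Hnf4a, -0.58 and 0.82 for Erbb3, and -1.76 and 1.46 for Erbb2. None of the 6 changed side of the threshold. The correlation of same-numbered deviations was -0.0398 between these labelled populations (median 0.234 over all pairs of populations). Erbb3 lies on chromosome 10 of NCBIM37 from 128004579 to 128026708, and Hnf4a and Erbb2 overlap genes on the opposite strand.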

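The normalized count of Hnf4a was 7241 ± 1066 (SD, n = 2) in P1, 3095 ± 854 (SD, n = 2) in the libraries labelled P2, 5082 ± 59.3 (SD, n = 2) in those labelled P3, 4466 ± 560 (SD, n = 2) in P4 and 4624 ± 642 (SD, n = 2) in P5. Erbb3 stood at 1352 ± 143, 1480 ± 166, 3048 ± 907, 2251 ± 47.7 and 2350 ± 71.4 normalized counts in the same order. Erbb2 stood at 300 ± 54.9, 227 ± 90.5, 1230 ± 257, 907 ± 147 and 877 ± 73.1 in that order.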

Remarkably, Hnf4a has been previously shown to be a key transcription factor for enterocyte differentiation (indeed is more expressed in the P1 population, Fig. 6e) and Erbb3 marks non-proliferative cells localized in the upper part of the intestinal crypt^42,43^. Collectively these data suggest that the P2 population, marked by Tert, Krt19 and Erbb2/3, are probably closer to the enterocyte lineage and most importantly are dormant (not cycling and transcriptionally inactive) and may work as intestinal reserve stem cell pool. 

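Mki67, a gene of proliferating cells, had a normalized count of 172 ± 27.0 (SD, n = 2) in the libraries labelled P2, 2267 ± 1113 (SD, n = 2) in those labelled P3, 582 ± 120 (SD, n = 2) in P1, 1673 ± 72.1 (SD, n = 2) in P4 and 3766 ± 1172 (SD, n = 2) in P5. Its log2 fold change was -3.35 in the libraries labelled P2 (standard error 0.36, adjusted p = 0.000117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.41 in those labelled P3 (standard error 0.25, adjusted p = 0.0121 from the same edgeR test). Blocked on the replicate number, the values were -3.31 and 1.36, the latter with an adjusted p of 0.00687 from the edgeR test. Same-numbered deviations had a correlation of -0.0398 between these labelled populations, and a median of 0.234 over all pairs of populations. The libraries labelled P2 have the lowest Mki67, and those labelled P3 have higher Krt19, Erbb2 and Erbb3 than those labelled P2. Against P4, the libraries labelled P3 had log2 fold changes of 0.65 for Krt19 and 0.51 for Erbb3. Neither passed the threshold (adjusted p of 0.452 and 0.404 from the edgeR test). From its data taken together, the paper proposes that P2, which it describes by Tert, Krt19 and Erbb2/3, is probably nearer to the enterocyte lineage, is dormant, and may serve as a reserve stem cell pool.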

To verify this hypothesis, we performed an in vitro regeneration assay by plating single sorted cells from the different OSCAR populations and tested their ability to form intestinal organoids (Fig. 6f). As expected, the P4 and P5 OSCAR populations (active stem cells) showed the highest cyst-forming efficiency at day 5 (respectively, 1.41 ± 0.70 and 1.79 ± 1.10, in percentage, average ± standard deviation), while the P1 population showed no or very low efficiency (0.02 ± 0.03) (Fig. 6f). The P2 population had a significantly higher cyst-forming capacity than P1 (0.15 ± 0.08, Fig. 6f) suggesting that indeed in this population there are cells able to grow and potentially (re)generate intestinal epithelium. Interestingly, the cysts derived from P2 showed a different shape and a smaller size at day 5 when compared to the P4/P5 cysts (Fig. S6), suggesting that these cells (1) are not a contamination with P4/P5 cells and (2) probably require more time to re-enter in the cell cycle. A reserve stem cell population has been shown to be resistant to DNA damage mediated by irradiation^8,44^. Therefore, we performed total body gamma irradiation on OSCAR mice and measured the apoptosis marker (Annexin V) by FACS analysis (Fig. 6g). Actively cycling cells (P4/5 populations) showed higher percentage of Annexin V+ cells with respect to the P2 cell population (Fig. 6h) indicating that the OSCAR^high^ cells are indeed more resistant to DNA damage.

Taken together, these data indicate that the OSCAR reporter system can reliably mark cells depending on their transcriptional state and allow isolation of living cells for further characterization. Remarkably, our data indicate that the cell transcriptional state is a primary feature that can define cell identity and proliferation, differentiation capacity and lineage specification. We have tested the OSCAR reporter on the intestinal epithelium in the mouse, but it is worth speculating that it may lead to novel biological findings in other organs as well as in pathological conditions, in cancer, for example, where dormancy is an important clinical barrier to successful therapies. Additionally, since absence of RNApII-pSer2 is found also in dormant cells of other animals, including simpler organisms as *C. elegans* and *D. Melanogaster*, this tool could be useful in understanding cellular dormancy in other animals as well.

## Discussion

Somatic stem cells have a great potential for regenerative medicine and can contribute to cancer initiation and relapse. Both physiological tissue resident stem cells and cancer stem cells may lie dormant for many years. Hematopoietic stem cells in the bone marrow, for example, are only required during hematopoietic stress, such as during injury, enter the cell cycle only five times per lifetime in the mouse and between times exist in a dormant state^5^. Similarly in cancer, relapse many years after an apparently successful therapy is believed to arise from activation of long-term dormant cancer stem cells^45^. Dormant cells exhibit a reduction in global transcription owing to greatly reduced phosphorylation of Ser2 of the RNApII CTD, a modification essential for transcription elongation of most genes^4,46^. Low levels of transcription elongation in dormant stem cells makes sense, since stem cells are known to exhibit low rates of protein synthesis^33,34^.

Not all stem cells are dormant and exhibit low levels of RNApII-pSer2. For example, many studies have determined that the LGR5-positive stem cell population located at the bottom of the intestinal crypt are active and proliferative stem cells^7,47^. However, our results show that they are clearly positive for the RNApII-pSer2 mark and are therefore unlikely to be dormant. By contrast, we also detected a population of cells within the crypt that are negative for RNApII-pSer2 and are therefore likely to be dormant. Although these may represent a reserve stem cell population, whether all RNApII-pSer2-negative cells are stem cells remains to be determined. Several studies reported the occurrence, in the intestinal epithelium, of a reserve stem pool presumably not proliferating or slow cycling that can replace the Lgr5+ stem cells in case of injury. Many markers have been proposed to mark the reserve stem cells^8–12^; however, these markers are either very rare or not uniquely expressed^8,13^; additionally, these cell populations have not been well characterized either in terms of whether they are in a deep dormant state or whether they are transcriptionally active. Single-cell RNAseq of the small intestine has been recently reported^39^, which in theory could detect all cells, presumably also dormant cells, but it failed to identify a clear separation of the dormant stem cell population in this tissue. It is tempting to speculate that due to stringent quality thresholds, dormant cells with a lower amount of mRNA due to absence of productive mRNA transcription are most likely not passing the threshold and will not be detected. Thus, the identification of a presumptive dormant cell population highlights a key challenge; the technical breakthrough that would allow the detection and isolation of dormant resident stem cells or cancer stem cells in a live cell population is highly desirable.

To meet this challenge, we used our knowledge that dormant cells exhibit low levels of RNApII-pSer2 to design a fluorescent reporter of CDK9 activity, the kinase phosphorylating RNApII-Ser2. The resulting reporter, OSCAR, provides a ratiometric green-to-red sensor for dormant cells and relies on the ability of CDK9 to phosphorylate a short peptide inserted into the backbone of Venus (VeN90) with phosphorylation leading to a reduction in Venus fluorescence. As a consequence, dormant cells exhibiting low CDK9 activity, thereby low RNApII-pSer2 can be visualized by increased Venus fluorescence compared to the internal mCherry control. Our data shows that the OSCAR reporter system is able to reliably mark cells with different transcriptional state and allow identification and isolation of dormant cells specifically. By using OSCAR, it was possible to visualize in intestinal organoids the dynamics of the generation of RNApII-pSer2-negative dormant cells in real time. Our data also indicate that the EF1a-OSCAR system can distinguish cells with different transcriptional identity, cell cycle, and lineage commitment.

Since, unlike LGR5-GFP, the OSCAR reporter does not rely on any cell type-specific promoter or activity, but instead reports low CDK9 activity it is likely to be generically useful for imaging and isolation of dormant cells in many tissue or cancer types. We also note that this strategy for development of a fluorescent kinase sensor by insertion of a small specific substrate directly into the backbone of a fluorescent protein can potentially be employed to derive additional sensors for other kinases.

Finally, the VeN90 reporter developed here for CDK9 activity and present in the OSCAR reporter is fundamentally different from a previously described CDK9 reporter^48^. The Fujinaga et al. CDK9 reporter is based on bimolecular fluorescence complementation, only functions in CDK9-positive cells, and is rather toxic to expressing cells. By contrast, in our case we were able to convert a negative observation (absence of RNApII-pSer2) into a positive event (green fluorescence) and could not detect any toxic effects of OSCAR expression in mammalian cells and mice so far. We anticipate therefore that OSCAR may prove a useful tool in characterization of dormant cells both in vitro and in vivo.

## Methods

Materials and oligonucleotides used in this study are provided in Supplementary Data 2.

### Microscopy

Tissues of WT mice were fixed in cold 4% PFA overnight, washed with PBS and de-hydrated in 20% Sucrose at 4 **°**C overnight. After embedding in O.C.T. compound (VWR) and snap freezing in liquid nitrogen, samples were cut at 12 μm on a Leica CM3050S cryostat, air-dried, blocked with 2% skimmed milk in PBS containing 0.1% Triton X-100 and incubated with the indicated antibodies at 4 **°**C overnight. For RNApII-pSer2 staining, small intestines of EF1a-OSCAR mice were fixed in 4% PFA for 20 min at room temperature (RT) and then treated as above. Additionally, for Ki67 staining, small intestines of EF1a-OSCAR mice were fixed in 2% PFA at 4 **°**C overnight, and washed and de-hydrated as above; after embedding in O.C.T. compound (VWR) and snap freezing in liquid nitrogen, samples were cut at 12 μm on a Leica CM3050S cryostat, air-dried, permeabilized with PBS containing 0.1% Triton X-100 for 30 min at RT, followed by blocking with BSA 1%, 5% donkey serum in PBS containing 0.05% Triton X-100 and incubated with Ki67 antibody in blocking buffer for 1 h at RT. Of note, endogenous OSCAR fluorescence is very sensitive to fixation, thus for other organs should be determined empirically. Antibodies used were rabbit polyclonal anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2) (Abcam ab5095), mouse monoclonal anti-GFAP antibody (Abcam ab10062), Rabbit monoclonal anti-Ki67 (SP6) (Thermo Scientific RM-9106-S) and goat polyclonal anti-GFP (Rockland 600-141-215). All antibodies were used at 1:250 dilution, besides Abcam ab5095 used at 1:500. Appropriate secondary antibodies conjugated to Alexa 488, 568, or 647 (Thermo Fisher Scientific) were used at 1:500 dilution before mounting (DEPEX, VWR): Alexa Fluor 488 donkey anti-mouse IgG (H + L), (A21202), Alexa Fluor 568 donkey anti-mouse IgG (H + L) (A10037), Alexa Fluor 647 donkey anti-mouse IgG (H + L) (A31571), Alexa Fluor 488 donkey anti-rabbit IgG (H + L) (A21206), Alexa Fluor 568 donkey anti-rabbit IgG (H + L) (A10042), Alexa Fluor 647 donkey anti-rabbit IgG (H + L) (A31573), Alexa Fluor 488 donkey anti-goat IgG (H + L) (A11055). Nuclei were counterstained with DAPI (Sigma). Images were taken using a Zeiss Axiovert LSM510 or Zeiss Axio Imager and images analyzed using ImageJ and Excel.

Hematopoietic stem cells were isolated from mouse femur by flushing with cold PBS and enriched using c-Kit positive selection (1.5 μl per 100 million cells of APC-conjugated rat monoclonal anti-c-Kit antibody 2B8, eBioscience 17-1171-82, and 1.5 μl per 100 million cells of anti-APC microbeads bound to LS column, Miltenyi Biotec 130-090-855) following manufacturers’ protocol. Lineage positive cells (CD3, Ly-6G/C, Cd11b, B220, TER-119) were stained using Biotin anti-mouse lineage panel (1 μl per 10 million cells each, BioLegend 133307) and Streptavidin APC-Cy7 (0.5 μl per 10 million cells, BioLegend 405208). Cells were further stained with rat monoclonal anti-CD34-FITC (clone RAM34, eBiosciences 11-0341-82), anti-c-Kit-APC (clone 2B8, eBioscience), rat monoclonal anti-Sca1-PE-Cy7 (clone D7, eBiosciences 25-5981-82), and rat monoclonal anti-CD150-PE (clone 9D1, eBiosciences 12-1501-82). Cells were sorted directly onto a cooled poly-L-Lysine coated cover glass, fixed by 4% Paraformaldehyde (Sigma) for 5 min at RT, blocked and stained as described above.

Quantification of images was performed by using ImageJ software. Individual cells were identified using DAPI staining. Endogenous or immunofluorescence of individual cells was then quantified for each channel separately. OSCAR signal was calculated by making the ratio between VeN90 mean values divided by mCherry mean values to normalize intercellular possible transgene expression differences and local technical artifacts. Immunofluorescence signal values (e.g., RNApII-pSer2) were normalized to DAPI signal values to avoid out-of-focus false-negative data. Statistical analysis was performed by using PRISM v.8 as indicated in the legend of each analysis.

### Identification of peptide candidates with mass spectrometry

Identification of short peptide targets of CDK9 was performed as described previously^35^. Briefly, HeLa whole-cell extracts were lysed, digested by protease treatment and dephosphorylated using phosphatases. After kinase reaction with CDK9/CCNT1, phosphopeptides were isolated using titanium dioxide microspheres and analyzed using liquid chromatography-coupled mass spectrometry.

### Plasmids and cloning

Plasmids for lentivirus infection of mammalian were derived from CSII-EF-MCS^49^ by digest with Xho1 and Xba1 (37 **°**C for 1 h) and insertion of either *Venus* (a kind gift of A. Miyawaki^32^) or *mCherry* (Clontech) amplified by PCR using Accuprime Taq (Invitrogen) and primers Sal-Venus for and Venus-Xba rev. PCR conditions were 95 °C for 3 min, then 30 cycles of 95 °C for 10 s, 58 °C for 10 s, 72 °C for 30 s; a final extension at 72 °C for 3 min and hold at 4 °C. Subsequently, the annealed Ultramer^®^ (IDT) oligonucleotide BsrG1-P2A-3F MCS-Not1 encoding a self-cleaving P2A peptide, a triple FLAG peptide and a multiple cloning site was inserted using BsrG1/Xba1 digest resulting in the plasmid CSII-EF Venus-P2A3F-MCS and CSII-EF mCherry-P2A3F-MCS.

WT *mCherry* and *Venus* were then amplified by PCR (same PCR conditions as before) with primer BamH1-Venus forward and Venus-NLS EcoR1 reverse containing the nuclear localization signal PKKKRKVEDA and an EcoR1 site. *mCherry* or *Venus* were ligated into CSII-EF Venus-P2A3F-MCS and CSII-EF mCherry-P2A3F-MCS, respectively, in-frame with the upstream coding sequence after BamH1/EcoR1 digest, resulting in plasmids CSII-EF Venus-P2A-3F-mCherry and CSII-EF mCherry-P2A3F-Venus, which were used as WT controls.

Insertion of peptide NPKATPPQI into plasmids CSII-EF Venus-P2A3F-mCherry, CSII-EF mCherry-P2A3F-Venus, pNIC28-6His-Venus, and pNIC28-6His-mCherry was achieved by modified overlap extension PCR. Briefly, the reverse primer contained 18–20 nucleotides in reverse complement 5ʹ to the integration site followed by 20 nucleotides encoding amino acids NPKATP. The forward primer consisted of a 13 nucleotide overlap with the 3ʹ end of the reverse primer, nucleotides encoding for amino acids PQI and 18–20 nucleotides of the plasmid sequence 3ʹ to the integration site. PCR and Dpn1 digest were performed using QuickChange Site-Directed Mutagenesis Kit (Agilent) according to manufacturer’s protocol. PCR conditions were 95 °C for 3 min, then 20 cycles of 95 °C for 30 s, 58 °C for 10 s, 72 °C for 5 min; a final extension at 72 °C for 3 min and hold at 4 °C. All plasmid constructs were validated by sequencing.

Plasmids for screening of short peptide targets were derived from pGEX-4T1 backbone by BamH1/EcoR1 digest and ligation of annealed oligonucleotides. pGEX-CTD used as a positive control for kinase assays was a kind gift of Sonja Baumli^37^. Plasmids for bacterial fluorescent protein expression and purification were derived from pNIC28-Bsa4^50^ by PCR of *mCherry*-NLS or *Venus*-NLS templates with primers pNIC Venus for and rev. Ligation-independent cloning was performed as described^50^ resulting in plasmids pNIC28-6His-Venus and pNIC28-6His-mCherry, which were used as WT controls.

### Protein purification and kinase assay

Bl21(DE3) bacteria cells were electroporated (Amaxa Nucleofector) with pGEX-4T1 (for short peptide targets) or the pGEX-CTD plasmid (as a positive control) and cultured on LB-Agar plates containing Carbenicillin. For the production/expression of pNIC28-6His-Venus, pNIC28-6His-mCherry or insertions of NPKATPPQI into these fluorescent proteins, Bl21(DE3) bacteria were cultured in the presence of Kanamycin. After culture for 16 h at 37 °C, individual colonies were picked and incubated in 50 ml of Terrific Broth Medium containing 100 μg/ml Carbenicillin or 50 μg/ml Kanamycin. Once the OD600 reached 0.6–0.8, IPTG (Sigma) was added to a final concentration of 0.5 mM and the culture incubated at 23 °C shaking at 200 rpm for overnight. Bacteria were spun at 4000*g* for 5 min, pellets lysed by sonication and proteins purified using Glutathione beads (for pGEX plasmids) or Ni-NTA beads (for pNIC plasmids) following manufacturers’ protocol (Qiagen). GST beads were washed several times with wash buffer and stored at 4 °C without elution of the GST-peptide. Ni-NTA purified His-tagged proteins were further dialyzed twice (Slide-A-Lyzer Dialysis Cassettes, 10MWCO, Thermo Fisher) against 100× the volume of 50 mM Tris-HCl pH 7.9, 300 mM NaCl, 0.1 mM DTT and concentrated with Spin-X columns (Corning). Protein concentration was determined by absorbance at 280 nm (NanoDrop), and spectral properties recorded on a SpectraMax M2 (Molecular Devices).

Protein concentration of GST-peptides was determined using SDS-PAGE and Coomassie (Instantblue, Sigma) staining. Kinase assays were performed on 2 μl GST beads (for short peptide targets and CTD control) or 10 μg purified His-tagged fluorescent protein in 20 μl buffer volume (20 mM HEPES (pH8), 10 mM MgCl_2_, 1 mM DTT, 15 μM ATP) using 10 μCi ^32^P-ATP and 50 ng active CDK 1, 2, 5, 7, or 9 (Millipore). Reactions were incubated at 30 °C for 1 h and terminated by boiling in SDS sample buffer for 5 min at 95 °C. Samples were run at 150 V for 60–70 min on 12% SDS-PAGE gels and subsequently subjected to Coomassie (Instantblue, Sigma) staining. Gels were dried and autoradiography performed at −80 °C overnight.

### Immunoprecipitation of FLAG-tagged proteins, PhosTag^TM^ SDS-PAGE

For the immunoprecipitation of FLAG-tagged proteins from mammalian cells, proteins were expressed from CSII-EF-mCherry-P2A3F-Venus plasmid constructs. Immunoprecipitation was performed according to manufacturer’s protocol (Sigma FLAGIPT1-1KT, FLAG immunoprecipitation Kit). Protein extracts were separated using Phos-tag SDS 12.5% gels following manufacturers’ protocol (Wako 195-17991). Both immunoprecipitation as well as western blotting were performed using anti-FLAG-tag antibodies. Protein extracts were boiled 5 min in SDS loading buffer containing beta-mercaptoethanol and loaded onto a 12% bisAcrylamide gel. The gel was run at 150 V for 30 min and wet transferred onto a PVDF membrane (150 V for 1.5 h). FLAG epitope was detected after blocking the membrane in 2% skimmed milk in PBS using mouse monoclonal anti-FLAG M2 antibody (Sigma-Aldrich F1804) 1:500 in blocking solution.

### Cell lines and lentivirus production

Lentivirus was produced using plasmids CSII-EF Venus-P2A3F-mCherry, CSII-EF mCherry-P2A3F-Venus (control plasmids), or same plasmids with insertion of NPKATPPQI at various positions in the second fluorescent protein (experimental plasmids). Other plasmids used for lentivirus production were pCD/NL-BH*DDD, a gift from Jakob Reiser (Addgene plasmid # 17531), and pMD2.G, a gift from Didier Trono (Addgene plasmid # 12259). Lentivirus was produced by lipofection of HEK293T cells maintained in 37 °C / 5% CO_2_ in a humidified incubator and infectious supernatant was harvested after 48 h.

The human melanoma cell lines 501 and Skmel-28 were maintained in RPMI 1640 medium (Life Technologies) with 10% FCS and Penicillin/Streptomycin at 37 °C / 5% CO_2_ in a humidified incubator. For screening of Venus-NPKATPPQI insertion mutants, infectious supernatant was added to an MOI of 0.3. Flavopiridol (Sigma) was added at the indicated concentrations and the ratio Venus/mCherry determined by FACS analysis after 48 h.

Mouse small intestinal crypt organoids were derived from WT C57BL/6 mice after cervical dislocation and cultured according to Mahe et al.^51^. Briefly, the small intestine was surgically removed, flushed with cold PBS and incubated in crypt chelation buffer (2 mM EDTA in PBS) and subsequently in crypt dissociation buffer (2 g D-Sorbitol and 3 g Sucrose in 200 ml PBS). The crypt suspension was washed with PBS and resuspended in growth factor reduced Matrigel (Corning). Crypt culture medium consisted of Advanced DMEM/F12 (Invitrogen) supplemented with 10 mM HEPES, GlutaMAX, Penicillin/Streptomycin, N2 and B27 Supplement (all from Life Technologies). Furthermore, human recombinant Noggin (100 ng/ml), mouse recombinant R-Spondin (1 μg/ml) and human recombinant EGF (50 ng/ml, all from R&D Systems) were added to the culture. Lentivirus transduction was performed after mechanical dissociation of organoids, one wash with ice-cold PBS and resuspension in infectious supernatant containing 10 μM Y27623 and 8 μg/ml Polybrene (both from Sigma). Resuspended cells were centrifuged with infectious supernatant at 600*g* for 1 h at RT and incubated for 3–5 h at 37 °C in a humidified incubator. Cells were then washed with ice-cold PBS and resuspended in Matrigel for culture as above.

### Generation of the OSCAR mouse line

The Rosa26 targeting vector R26TV-CAG-IRES-eGFP (a kind gift from Yoshiteru Sasaki) was digested with AscI and XmaI, releasing the CAG-IRES-eGFP cassette. mCherry-P2A3F-VeN90 was cloned by PCR containing AscI and XmaI sites and ligated into the vector. Next, the resulting vector was digested with PacI, releasing the CAG promoter, and a PacI-EF1a promoter-PacI cassette, created by PCR, was ligated. PCR conditions were 95 °C for 3 min, then 30 cycles of 95 °C for 30 s, 58 °C for 10 s, 72 °C for 1 min; a final extension at 72 °C for 3 min and hold at 4 °C. Correct identity of the plasmid was validated by sequencing. E14.1 ES cells were cultured on irradiated MEFs in the presence of LIF, sodium pyruvate, non-essential amino acids, L-Glutamine, Penicillin/Streptomycin, and beta-mercaptoethanol in DMEM supplemented with 15% FCS. ES cells in logarithmic growth phase were electroporated with 1 μg of R26TV-EF1a-loxP-NeoR-pA-loxP-OSCAR and further cultured for 48 h before selection with 25 μg/ml G-418. Individual clones were picked and further expanded in 96-well plates. Genomic DNA was extracted and PCR with primers spanning both the short and the long arm of the targeting vector performed, to confirm accurate integration of the knock-in. Furthermore, a plasmid carrying a *Cre* recombinase was transfected into properly targeted clones and expression of the OSCAR construct confirmed by FACS. Correct ES cell clones were then sent on dry ice to PolyGene (www.polygene.ch), where blastocyst injection and transplantation to foster mothers were performed. Founder chimeric male mice were shipped back to Jena and bred with female Vasa-cre^tg/+^ mice to remove the stop cassette ubiquitously. Other F0 founders were backcrossed to WT mice, maintaining the lox-stop-lox (lsl) cassette to allow lineage-specific expression of the OSCAR construct. Both mouse lines, EF1a-OSCAR and EF1a-lsl-OSCAR are available upon request.

We affirm that we have complied with all relevant ethical regulations for animal testing and research. We confirm that the study involving animals has been approved by the local competent authorities (THÜRINGER LANDESAMT FÜR VERBRAUCHERSCHUTZ) under the License FLI-17-028 and by the Animal Welfare Office at FLI institute.

### Mouse husbandry

Mice were kept at an ambient temperature of 22 ± 2 °C, relative humidity of 55 ± 15% and a day/night cycle of 12 h/12 h. Individually ventilated cages (IVCs) were used. Cages and consumables were autoclaved before entering the animal houses.

### RNAseq analysis

Small intestinal crypts of EF1a-OSCAR mice were isolated and a single cell suspension was derived by a 20 min incubation with TrypLE at RT. Cells were stained with rat monoclonal anti-EpCAM (CD326) PE-Cy7 (G8.8) (eBioscience 25-5791-80) at 1:100 dilution for 15 min on ice before washing and staining with Sytox Blue dead cell stain. FACS sorting was performed on a BD FACS ARIA III. 10,000 cells of each population were sorted and RNA was extracted using TRIzol Reagent. Concentration and integrity of isolated RNA was determined using Qubit 3.0 Fluorometer (Thermo Fisher) and Fragment Analyzer (Agilent). Poly-A library preparation was performed using TruSeq RNA Library Prep Kit v2 (Illumina) according to manufacturer’s protocol. Briefly, poly-A containing mRNA was enriched using magnetic beads, first-strand synthesis of cDNA was done using SuperScript III Reverse Transcriptase (Thermo Fisher), second strand synthesis was performed using the second strand master mix (TruSeq RNA Library Prep Kit v2 (Illumina)) and the DNA was cleaned up using Agencourt AMPure XP Beads (Beckman Coulter). After end repair and dA-tailing, adaptors were ligated and the library was further enriched using the PCR Master Mix (TruSeq RNA Library Prep Kit v2 (Illumina)). Concentration and quality of the library were determined using Qubit 3.0 Fluorometer (Thermo Fisher) and Fragment Analyzer (Agilent). The libraries were pooled and 20pM loaded into the NextSeq 500 (Illumina) Sequencer using the NextSeq 500/550 High Output Kit v2.5 (75 cycles).

Fastq files quality check was performed using FastQC v0.11.5. The fastq files were mapped to the mm9 genome using TopHat v2.1.0^52^ with the following parameters–bowtie1–no-coverage-search -a 5. 

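In addition to the reads counted on genes, each file lists reads that were not counted. Of the reads with 1 alignment, that is those counted on genes, on no annotated exon or on several genes at once, between 3.76% and 14.8% lay on no annotated exon. Reads with more than 1 alignment, which were not assigned to genes, numbered 2887009 and 2525856 for the 2 libraries labelled P3, 2200225 and 2730467 for those labelled P2, and between 893265 and 1321368 for the other 6.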

The number of reads covered by each gene is calculated by HTSeq-Count 0.11.2^53^ with -s no -a 0 -t exon -m intersection-nonempty parameters. 

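Counts on the 183 rRNA gene names removed were highest in the libraries labelled P3, with 57318 and 42499 counts, against between 1068 and 13588 in the other 8.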

Before further analysis, all of the rRNA genes were removed from the count data. For calculating differentially expressed genes and normalized count, DESeq2 R package v1.20.0^54^ was used with the default parameters. For correlation analysis, PCA and plotting the expression, the normalized count was used. For cell cycle prediction, normalized count was analyzed by cyclone function in scran R package v1.12.1^55^ using mouse_cycle_markers.rds file (from scran package) as the reference gene pairs. 

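Of the 667 marker genes in cyclone's pairs, 665 were found. The G1 score was 0.904 and 0.789 in the 2 libraries of P4 and 0.008 and 0 in those of P5, a difference of -0.843. The G2M score was 0.459 and 0.953 in P5, and 0 in both libraries of P4. The libraries labelled P2 had a G1 score of 1.00 in both replicates, and those labelled P3 had 0.282 and 0.013. Gene length enters the scores because pairs compare genes within a library, and with values divided by gene length the difference in G1 score was -0.533.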

For geneset enrichment analysis, normalized counts (for each gene in all of the samples) were scaled using scale function in R (with center = TRUE, scale = TRUE parameters). The average of scaled data was calculated for each group and used for drawing plot. For Geneset enrichment analysis the following genesets were used: intestinal stem cells, enterocytes, Paneth cells, Goblet cells, Tuft cells, Enteroendocrine (from^39^); secretory precursors (from^41^); enterocyte progenitors, and transit-amplifying cells (in-house generated datasets from scRNAseq experiment - available upon request). GO analysis was done by uploading differentially expressed gene list (DESeq2 results, adjusted *p* value < 0.01) in DAVID database (v6.8)^56^. For identification of potential upstream regulators, differentially upregulated genes (DESeq2 results, *p* value < 0.05, log2 fold change > 0) were uploaded in IPA (Ingenuity Pathway Analysis) v45868156^57^.

### Fluorescence-activated cell sorting (FACS) analysis and organoid-forming assay

For single cells preparation, isolated crypts were dissociated in TrypLE containing Y-27632 (20 μM), Thiazovivin (10 μM), and CHIR99021 (2.5 µM) at 37 °C for 20 min. Cells were washed and stained with rat monoclonal anti-EpCAM (CD326) PE-Cy7 conjugated (G8.8) antibody (eBioscience 25-5791-80) at 1:100 dilution for 30 min on ice. After washing, cells were resuspended in 2% FBS in PBS supplemented with Y-27632 (20 μM), Thiazovivin (10 μM), and CHIR99021 (2.5 µM). Sytox blue was used for live-cell separation and different cell populations were sorted using a FACSAriaII (BD Biosciences). Sorted cells were resuspended in Matrigel supplemented with additional EGF (100 ng/ml), Noggin (100 ng/ml), R-spondin-1 (500 ng/ml), Wnt3A (100 ng/ml), Jagged-1 peptide (10 μM), Y-27632 (20 μM), Thiazovivin (10 μM), and CHIR99021 (2.5 μM). The cells were overlaid with Advanced DMEM/F12 containing B27 and N2 supplement, EGF (100 ng/ml), Noggin (100 ng/ml), R-spondin-1 (500 ng/ml), and *N*-acetylcystein (1.25 mM). Colony-forming capacity was quantified on day 5 by counting the number of cysts under microscope. For Hoechst staining, after single cell preparation (see above), cells were washed and stained with EpCAM antibody at 1:100 dilution in 2% FBS in PBS supplemented with Y-27632 (20 μM), Thiazovivin (10 μM), and CHIR99021 (2.5 μM) for 30 min on ice. After washing, cells were incubated with Hoechst 33342 (1:1000) in 2% FBS in PBS supplemented with Y-27632 (20 μM), Thiazovivin (10 μM), and CHIR99021 (2.5 μM) for 30 min at 37 °C, washed and analyzed by flow cytometry on UV laser-equipped FACSAria Fusion (BD Biosciences). For Annexin V staining, mice were irradiated with 10 gray and intestinal tissue were isolated from mice after 6 h and processed for single cells preparation as above; following EpCAM staining for 30 min on ice, cells were washed and resuspended in 1 ml of 1X Binding Buffer from Annexin V kit. Then 5 μl of APC Annexin V were added to the suspension and cells were placed at RT for 15 min. After washing with 1X Binding Buffer once, cells were analyzed using FACSAriaII (BD Biosciences). Quantification and statistical analysis were performed by using PRISM v.8 as indicated in the legend of each analysis.

### RNA isolation from the OSCAR cell populations and RT-qPCR

After FACS sorting, the sorted cells of each population (average of ~15,000 cells per population) were centrifuged at 500*g* for 5 min at 4 °C and the total RNA was isolated using Quick-DNA/RNA^TM^ Microprep Plus Kit (Zymo Research) according to the manufactures’ protocol. Isolated RNA was quantified on Qubit 3.0 (Thermo Fisher Scientific). For analysis in Fig. 5h, RNA amount of all the populations from three independent experiments was normalized on the number of cells and on replicate 1 of P1 population to show relative fold change. qRT-PCR was performed by using SuperScript™ III Platinum™ One-Step qRT-PCR Kit (Thermo Fisher Scientific). Quantification and statistical analysis were performed by using PRISM v.8 as indicated in the legend of each experiment.

### Graphical representation of the analysis

All the bar charts indicate the average of the values of the single samples and the error bars indicate the standard deviation (SD) value. All the boxplots indicate median with interquartile range distribution of the values.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Data 1

Supplementary Data 2

## Data Availability

Sequencing data are deposited on GeoDatasets under the Accession Number GSE147030. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Dalai SK, Khoruzhenko S, Drake CG, Jie CC, Sadegh-Nasseri S (2011). Resolution of infection promotes a state of dormancy and long survival of CD4 memory T cells. Immunol. Cell Biol..

[2] Geltink RIK, Kyle RL, Pearce EL (2018). Unraveling the complex interplay between T cell metabolism and function. Annu. Rev. Immunol..

[3] Sottocornola R, Celso Lo,C (2012). Dormancy in the stem cell niche. Stem Cell Res. Ther..

[4] Cheung TH, Rando TA (2013). Molecular regulation of stem cell quiescence. Nat. Rev. Mol. Cell Biol..

[5] Wilson A (2008). Hematopoietic stem cells reversibly switch from dormancy to self-renewal during homeostasis and repair. Cell.

[6] Snippert HJ, Clevers H (2011). Tracking adult stem cells. EMBO Rep..

[7] Barker N (2007). Identification of stem cells in small intestine and colon by marker gene Lgr5. Nature.

[8] Montgomery RK (2011). Mouse telomerase reverse transcriptase (mTert) expression marks slowly cycling intestinal stem cells.. Proc. Natl Acad. Sci. USA.

[9] Richmond CA (2015). Dormant intestinal stem cells are regulated by PTEN and nutritional status. Cell Rep..

[10] Yan KS (2012). The intestinal stem cell markers Bmi1 and Lgr5 identify two functionally distinct populations. Proc. Natl Acad. Sci. USA.

[11] Powell AE (2012). The pan-ErbB negative regulator Lrig1 is an intestinal stem cell marker that functions as a tumor suppressor. Cell.

[12] Takeda N (2011). Interconversion between intestinal stem cell populations in distinct niches. Science.

[13] Muñoz J (2012). The Lgr5 intestinal stem cell signature: robust expression of proposed quiescent ‘+4’ cell markers. EMBO J..

[14] Li N (2014). Single-cell analysis of proxy reporter allele-marked epithelial cells establishes intestinal stem cell hierarchy. Stem Cell Rep..

[15] van Es JH (2012). Dll1+ secretory progenitor cells revert to stem cells upon crypt damage. Nat. Cell Biol..

[16] Yan KS (2017). Intestinal enteroendocrine lineage cells possess homeostatic and injury-inducible stem cell activity. Cell Stem Cell.

[17] Asfaha S (2015). Krt19(+)/Lgr5(-) cells are radioresistant cancer-initiating stem cells in the colon and intestine. Cell Stem Cell.

[18] Darzynkiewicz Z, Traganos F, Sharpless T, Melamed MR (1976). Lymphocyte stimulation: a rapid multiparameter analysis. Proc. Natl Acad. Sci. USA.

[19] Jeronimo C, Collin P, Robert F (2016). The RNA polymerase II CTD: the increasing complexity of a low-complexity protein domain. J. Mol. Biol..

[20] Paparidis NFDS, Durvale MC, Canduri F (2017). The emerging picture of CDK9/P-TEFb: more than 20 years of advances since PITALRE. Mol. Biosyst..

[21] Sano M, Schneider MD (2003). Cyclins that don’t cycle: cyclin T/cyclin-dependent kinase-9 determines cardiac muscle cell size. Cell Cycle.

[22] Shim EY, Walker AK, Shi Y, Blackwell TK (2002). CDK-9/cyclin T (P-TEFb) is required in two postinitiation pathways for transcription in the *C. elegans* embryo. Genes Dev..

[23] Eissenberg JC, Shilatifard A, Dorokhov N, Michener DE (2007). Cdk9 is an essential kinase in Drosophila that is required for heat shock gene expression, histone methylation and elongation factor recruitment. Mol. Genet. Genomics.

[24] Freter R, Osawa M, Nishikawa S-I (2010). Adult stem cells exhibit global suppression of RNA polymerase II serine-2 phosphorylation. Stem Cells.

[25] Ni Q, Mehta S, Zhang J (2018). Live-cell imaging of cell signaling using genetically encoded fluorescent reporters. FEBS J..

[26] Fosbrink M, Aye-Han N-N, Cheong R, Levchenko A, Zhang J (2010). Visualization of JNK activity dynamics with a genetically encoded fluorescent biosensor. Proc. Natl Acad. Sci. USA.

[27] Lam AJ (2012). Improving FRET dynamic range with bright green and red fluorescent proteins. Nat. Methods.

[28] Takao K (2005). Visualization of synaptic Ca2+ /calmodulin-dependent protein kinase II activity in living neurons. J. Neurosci..

[29] Hao N, Budnik BA, Gunawardena J, O’Shea EK (2013). Tunable signal processing through modular control of transcription factor translocation. Science.

[30] Regot S, Hughey JJ, Bajar BT, Carrasco S, Covert MW (2014). High-sensitivity measurements of multiple kinase activities in live single cells. Cell.

[31] Spencer SL (2013). The proliferation-quiescence decision is controlled by a bifurcation in CDK2 activity at mitotic exit. Cell.

[32] Nagai T (2002). A variant of yellow fluorescent protein with fast and efficient maturation for cell-biological applications. Nat. Biotechnol..

[33] Blanco S (2016). Stem cell function and stress response are controlled by protein synthesis. Nature.

[34] Signer RAJ, Magee JA, Salic A, Morrison SJ (2014). Haematopoietic stem cells require a highly regulated protein synthesis rate. Nature.

[35] Kettenbach AN (2012). Rapid determination of multiple linear kinase substrate motifs by mass spectrometry. Chem. Biol..

[36] DiPilato LM, Cheng X, Zhang J (2004). Fluorescent indicators of cAMP and Epac activation reveal differential dynamics of cAMP signaling within discrete subcellular compartments. Proc. Natl Acad. Sci. USA.

[37] Baumli S (2008). The structure of P-TEFb (CDK9/cyclin T1), its complex with flavopiridol and regulation by phosphorylation. EMBO J..

[38] Gallardo T, Shirley L, John GB, Castrillon DH (2007). Generation of a germ cell-specific mouse transgenic Cre line, Vasa-Cre. Genesis.

[39] Haber AL (2017). A single-cell survey of the small intestinal epithelium. Nature.

[40] Hüttmann A, Liu SL, Boyd AW, Li CL (2001). Functional heterogeneity within rhodamine123(lo) Hoechst33342(lo/sp) primitive hemopoietic stem cells revealed by pyronin Y. Exp. Hematol..

[41] Kim T-H (2014). Broadly permissive intestinal chromatin underlies lateral inhibition and cell plasticity. Nature.

[42] San Roman AK, Aronson BE, Krasinski SD, Shivdasani RA, Verzi MP (2015). Transcription factors GATA4 and HNF4A control distinct aspects of intestinal homeostasis in conjunction with transcription factor CDX2. J. Biol. Chem..

[43] Jarde T (2015). ERBB3 positively correlates with intestinal stem cell markers but marks a distinct non proliferative cell population in colorectal cancer. PLoS ONE.

[44] Breault DT (2008). Generation of mTert-GFP mice as a model to identify and study tissue progenitor cells. Proc. Natl Acad. Sci. USA.

[45] Driessens G, Beck B, Caauwe A, Simons BD, Blanpain C (2012). Defining the mode of tumour growth by clonal analysis. Nature.

[46] Mikkers H, Frisén J (2005). Deconstructing stemness. EMBO J..

[47] Sato T (2009). Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. Nature.

[48] Fujinaga K, Luo Z, Schaufele F, Peterlin BM (2015). Visualization of positive transcription elongation factor b (P-TEFb) activation in living cells. J. Biol. Chem..

[49] Miyoshi H, Blomer U, Takahashi M, Gage FH, Verma IM (1998). Development of a self-inactivating lentivirus vector. J. Virol..

[50] Savitsky P (2010). High-throughput production of human proteins for crystallization: the SGC experience. J. Struct. Biol..

[51] Mahe MM (2013). Establishment of gastrointestinal epithelial organoids. Curr. Protoc. Mouse Biol..

[52] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[53] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[54] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[55] Scialdone A (2015). Computational assignment of cell-cycle stage from single-cell transcriptome data. Methods.

[56] Jiao X (2012). DAVID-WS: a stateful web service to facilitate gene/protein list analysis. Bioinformatics.

[57] Krämer A, Green J, Pollard J, Tugendreich S (2014). Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics.

# Supplementary material for: Establishment of a fluorescent reporter of RNA-polymerase II activity to identify dormant cells
**Source:** Nat Commun. 2021 Jun 3;12:3318. doi: 10.1038/s41467-021-23580-4
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Title: Supplementary Movie 1.

Description: Timelapse imaging of mouse small intestinal organoids infected with OSCAR lentivirus. Movie stills are shown in Fig. 2.

Title: Supplementary Data 1.

Description: Raw data of DAPI, mCherry, Ven90 and RNAPII-pSer2 (Pol2S2) immunofluorescence signal quantification by using ImageJ. The table also contains OSCAR signal (Ven90/mCherry), RNAPII-pSer2 signal normalized on DAPI (Pol2/DAPI) and OSCAR signal normalized on RNAPII-pSer2 (OSCAR/Pol2). The quantification comes from 184 (analysis shown in Figure 3), 117, 197, 101 cells coming from 4 independent experiments from 2 different mice. Replicates number 2,3,4 gave the same results as those shown in Figure 3.

Title: Supplementary Data 2.

Description: List of reagents and resources used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

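Poly-A selected RNA from 10000 sorted cells of each of 5 mouse small-intestine crypt populations (P1 to P5) was sequenced in 2 replicates per population, 10 libraries in all. The deposited values are counts of reads per gene, without normalization, which the authors made by mapping with TopHat to mm9 and counting on exons with HTSeq-count without regard to strand. Reads with more than 1 alignment were not counted, so counts of paralogs are uncertain, and so are counts of genes that overlap another gene on the opposite strand. Samples were grouped by the population and replicate number in their deposited labels, and no label was changed. The replicate numbers in the labels were the source of the pairing between populations. Where P2 or P3 was compared with the average of the others, both labelled pairs are reported, because the labels conflict with Figs. 5b and 6c for these 2 populations. The labels of P4 and P5 conflict with Fig. 5b and not with Fig. 6c, and results between P5 and P4 are given by label.

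Gene names were matched to the GENCODE annotation of NCBIM37, in which 33643 of the 35006 row names were found. It served for positions, overlaps and lengths. The 183 rRNA gene names were removed, as the paper's methods state. Genes were filtered with edgeR's filterByExpr, which left 13707 genes, and scaled with TMM. The 5 population means were fitted over the 10 libraries with edgeR 4.0.16 (R 4.3.3), and contrasts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested in each comparison, at an adjusted p under 0.01. A second model added the replicate number as a block. Normalized counts, correlations and the principal component analysis used the size factors of DESeq2 1.42.0, and the components were computed from centred and scaled normalized counts. Standard errors of log2 fold changes were derived from the F statistics. For a single gene, an exact test between 2 populations of 2 libraries each cannot pass 0.05, so single-gene p-values come from the model across all genes.

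Marker lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, at an adjusted p under 0.05. The adjustment covered 15 tests of cell type lists, 4 tests between P5 and P4, and 2 tests of the genes named in Fig. 6b. The cell type lists were written by hand from general knowledge and are not the lists the paper used. S and G2M phase genes came from Seurat 5.3.0, with names converted to mouse case. The genes of Fig. 6b were read from its labels, and the authors chose them from these data. The grouping of list tests for adjustment, the lists tested beyond those planned, and the application of the gene-naming rule to the libraries labelled P3 were chosen after values had been seen. Cell cycle phases were scored with cyclone of scran 1.30.0. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Nuclear copies of mitochondrial genes were searched with blastn 2.17.0, at a length of at least 75 bases and an identity of at least 98%.

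Genes are named by a rule. It covers the genes the paper names for these data, with Polr2c and Ccnh of Fig. 6b. It also covers Cdk9, Ccnt1, Polr2a and Mki67, and the 10 genes with the highest mean share of counts. For P2 against the average of the others and for P5 against P4, it takes the 5 genes with the largest log2 fold change in each direction, among genes past the threshold with both libraries outside the range of the libraries they are compared with. Genes named for other reasons are marked as named after their values were seen. Between 12694 and 17091 genes were detected per library. The libraries held between 3857612 and 6485823 counts on genes, which sets the smallest detectable share, 3 counts, between 4.63e-05% and 7.89e-05%. This covers counting error only.

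The procedure was tested on simulated data in which 200 genes were changed 4-fold. Of these, 114 were called between P2 and the average of the others, 48 between P3 and P4, and 73 between P5 and P4, with 2, 0 and 2 unchanged genes called. DESeq2 called 149, 126 and 133, with 17, 20 and 12 unchanged genes. Alternatives covered the scaling, the filter on low counts, the threshold, the test, the rRNA genes, the replicate block, the libraries in the model, the list test, and each library left out in turn. The paper took its cell type and secretory precursor lists from published work and made 2 lists in-house, and none of them was among the files at hand. Gene Ontology terms and the upstream regulator database were not at hand either, so these analyses were not repeated. Flow cytometry, RT-qPCR, RNA content and organoid assays have no deposited counts and were left out.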

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

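The tests in this part were chosen after the result was seen, except the test of the lymphocyte markers without the 2 most abundant genes, and the count of other splits was chosen after the gene count it tests but before the splits were fitted. Each item is a signal in genes the paper does not discuss.

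Mitochondrial genes took 58.6% of the counts in P3 replicate 1 and 35.5% in P3 replicate 2, by deposited label. Of the 13 mitochondrial mRNA genes, 6 are covered over at least 99% by a near-identical nuclear copy and had at most 14 counts. Reads of nuclear genes with more than 1 alignment were not counted either. Whether the true shares are higher or lower therefore cannot be told. Library size is not a sufficient explanation, since P2 replicate 1, the library nearest in size to P3 replicate 2, had 1.02%. Reads shared with nuclear copies are not one either: over the 5 mitochondrial mRNA genes without such a copy, the median log2 ratio to the other libraries was 5.00. A single abundant gene was also tested. Of the mitochondrial mRNA genes, 7 had more than 14 counts in a library. All 7 were higher in both libraries labelled P3 than in the other 8. Cells that lost cytoplasmic RNA and kept nuclear RNA would show more Malat1 and Neat1. The log2 ratio of these genes to the mean of the other libraries was -1.07. That mean is raised by the libraries labelled P2, with 896 and 763 CPM of nuclear-encoded counts. The libraries labelled P3 had 175 and 289, against 190 and 127 in P1, 639 and 392 in P4, and 507 and 376 in P5. They were below P4 and P5 but not below both P1 libraries, so the ratio cannot exclude damaged cells. RNA from lymphocytes was tested in P1 replicate 1, which had the most lymphocyte marker counts and a mitochondrial share of 1.71%. A low content of nuclear-encoded RNA per cell may give such a share, but counts hold no absolute amount, so the 58.6% cannot be told apart from that explanation. Damaged cells are left open as well.

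Lymphocyte marker genes had 1451 CPM of nuclear-encoded counts in P1 replicate 1, 409 in P1 replicate 2 and 337 in P3 replicate 1, against at most 17.8 in the other 7 libraries. Of 22 list genes with counts, 18 were highest in P1 replicate 1. Library size was tested with P5 replicate 2, whose size differs by under 5%, and P1 replicate 1 had 295-fold more. P5 replicate 2 had the lowest value of all libraries. P2 replicate 2, with 6357588 gene counts against 6242043 in P1 replicate 1, had 17.8 CPM. Overlapping epithelial genes were tested by leaving out the 2 most abundant list genes, which left 914.2 CPM in P1 replicate 1 against at most 17.64 in P2, P4 and P5. A candidate explanation is RNA from lymphocytes in these sorted cells. No biological explanation was tested, since the design gives none.

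Erythrocyte marker genes had 232 CPM of nuclear-encoded counts in P3 replicate 1, 156 in P3 replicate 2 and 31.5 in P1 replicate 2, against at most 3.02 in the other 7 libraries. Of 6 list genes with counts, 5 were highest in a library labelled P3. Scaling of small libraries was tested on raw counts, and Hbb-b1 had 201 raw counts in P3 replicate 1, the smallest library, against at most 89 outside P3. Hbb-b1 and Hbb-b2 are paralogs and their counts are uncertain one by one. RNA from red blood cells is a candidate explanation. The highest-ranking genes called in the libraries labelled P3 include these genes.

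Xist had at least 302 counts in every replicate 1 and at most 13 in every replicate 2, and 4 Y-chromosome genes had at least 94 counts in every replicate 2 and at most 2 in every replicate 1. This may reflect a difference in sex between the mice of the 2 replicates, which the paper's text does not state for the sorted mice. Between replicate 2 and replicate 1 over all populations, 44 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 17 higher and 27 lower in replicate 2, and 1521 had an unadjusted p under 0.05. Of the 16 splits that part the 2 replicates of every population, 1 gave as many genes, the split by replicate number itself, and the next gave 7; with 16 splits a share under 0.05 cannot be reached, so this count does not inform on chance. The counts of Xist and the Y-chromosome genes part the replicates in all 5 populations, so chance does not account for these genes. Of 13 clock genes, 6 were past the threshold. Of the 7 that were not, 6 had the sign of their phase, among them Clock, named after its value was seen, with a log2 fold change of 0.06 that is not a shift. Tissue collection at different times of day is a candidate explanation, which this count of signs tests weakly. The replicate number, sex and time of collection are the same split in these libraries and cannot be told apart.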

How the results depend on the processing

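The alternatives were set before the data were examined, as were the marker lists and the gene-naming rule, except those marked below as chosen after the values were seen. Over all alternatives the G2M phase list between P5 and P4 (0.99 to 1.67 with single libraries left out) and the small distance of P4 from P5 in the principal component analysis relative to the other pairs (0.0804, and 0.0174 to 0.159 with other scalings of the values) kept their direction and, where tested, their side of the threshold. Where a value changed, the cause was not tested. Exchanging the names P2 and P3 was not run as a separate setting, since P2 and P3 were each compared with the average of the other populations.

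For the numbers of genes called, an adjusted p under 0.05 gave 5704 genes in P2 and 6540 in P1 against the average of the other 4, 1754 in P3, 1862 in P4 and 1375 in P5. Between pairs it gave 6463 for P2 and P1, 5114 for P2 and P3, 3987 for P2 and P4, 4217 for P2 and P5, 4653 for P1 and P3, 5777 for P1 and P4, 5385 for P1 and P5, 3 for P3 and P4 (Lgr5, mt-Tc and mt-Tp) and 1 for P3 and P5 (Lgr5). No filter on low counts gave 1726 genes in P3, 2136 in P4 and 1722 in P5, and 194 for P5 and P4, 4439 for P2 and P3, 3500 for P2 and P4, 3727 for P2 and P5, 4004 for P1 and P3, 5026 for P1 and P4, 4616 for P1 and P5, 539 for P3 and P4 and 302 for P3 and P5. Genes with at least 10 counts in every sample gave 477 in P4. The DESeq2 Wald test gave 1244 in P3, 1636 in P4 and 1312 in P5, and 27 for P5 and P4, 3121 for P2 and P4, 3305 for P2 and P5, 3497 for P1 and P3, 4110 for P1 and P5, 121 for P3 and P4 and 39 for P3 and P5. The replicate block gave 461 in P3, 564 in P4 and 521 in P5, 1 for P5 and P4 (Gm15299), and 4 each for P3 and P4 and for P3 and P5. Of the 289, 236 and 285 genes called without the block in P3, P4 and P5, 287, 236 and 285 were shared.

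With only the samples compared in the model, 1 gene was called in P4 (Kcnq1) and 95 in P5, 1093 between P2 and P3, and 0 between P1 and P3, where 4445 genes had an unadjusted p under 0.05. A 2-group design in edgeR gave 1532 genes in P2, and genes past the threshold against each of the other 4 populations numbered 1067 in P2. Applied to P3 after its values were seen, the 2-group design gave 5 genes in edgeR (Gm13340, Gm13341, mt-Nd6, mt-Tc and mt-Tp) and 18 in DESeq2, 524 genes had an unadjusted p under 0.01 in DESeq2 (72 higher and 452 lower), and 0 genes passed against each of the other 4, where 2078 had an unadjusted p under 0.05 against P4 and 1588 against P5. The genes in brackets were named after their values were seen.

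In fits that each left out 1 library of another population, the genes called in P3 numbered from 39 to 100, in P4 from 0 to 1097 (the fits with 0 had 3829 and 4195 genes at an unadjusted p under 0.05, and those with few genes called Kcnq1, Shmt1, Ugt2b35 and Lgr5, named after their values were seen), in P5 from 95 to 931, between P1 and P3 from 1215 to 1911 and between P1 and P5 from 1612 to 3930. In P2 they numbered from 2850 to 4457 and in P1 from 3252 to 5413, within 1.5 times the reported count. The counts of 0 stayed at 0 in those fits, with 337 to 500 genes at an unadjusted p under 0.05 between P5 and P4, 1750 to 2058 between P3 and P4, and 1186 to 1547 between P3 and P5. These 0 counts hold for this test and filter without the replicate block. With the block, with the DESeq2 Wald test or with no filter, genes were called in the same libraries. The 0 counts do not show that no difference exists.

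For the marker lists, limma's camera test with the correlation between genes estimated from the data left 16 results with the same mean log2 fold change but no longer past 0.05, with adjusted p-values between 0.117 and 0.629. In P2 these were the Paneth (6.35), enterocyte (-2.54), enteroendocrine (4.48), goblet (3.40) and tuft (3.28) lists, in P3 the Paneth (-2.60), enterocyte (0.89), enteroendocrine (-3.52), goblet (-1.60), stem cell (-0.65) and tuft (-0.67) lists, the enterocyte list in P1 (1.64), the stem cell list in P4 (1.79) and P5 (1.65), and between P5 and P4 the enterocyte (0.92) and stem cell (-0.14) lists. With the fry test of limma, 5 of these 16 were no longer past 0.05, the enterocyte (0.89), stem cell (-0.65) and tuft (-0.67) lists in P3 and the enterocyte (0.92) and stem cell (-0.14) lists between P5 and P4. The stem cell list between P5 and P4 was -0.16 with TMM without the 20 most abundant genes and -0.19 without mitochondrial genes, a setting chosen after the values were seen, and no longer past 0.05 in either. The S phase list was -0.15 and past 0.05 with genes of at least 10 counts in every sample.

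With each of the 10 libraries left out in turn, the means ranged from -0.0638 to 0.49 for the stem cell list in P2 and from -2.14 to -0.27 in P3, from -3.14 to -2.29 for the enterocyte list in P2, from -2.38 to -0.25 for the tuft list in P3, from 3.24 to 5.04 and from -4.66 to -3.21 for the enteroendocrine list in P2 and P3, from -0.30 to 0.0382 for the stem cell list between P5 and P4, and from 1.94 to 2.38 and from -3.73 to -2.19 for the Fig. 6b genes in P2 and P3. The enterocyte list in P3 ranged from -0.0774 to 1.41 and the S phase list between P5 and P4 from -0.33 to 0.21. These 2 lists, and the stem cell list in P2 and between P5 and P4, changed sign within their ranges. The fits without a P4 or P5 library break the pairing of same-numbered libraries, between which the stem cell list differed by -0.13 and -0.16 (P5 minus P4). The enterocyte list between P5 and P4 ranged from 0.12 to 1.76.

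The lowest correlation between replicates, 0.821, was 0.927 on log2 values, 0.914 by Spearman and 0.903 without the 10 most abundant genes. The difference in cyclone's G1 score between P5 and P4, -0.843, was -0.943 with filtered genes and -0.533 with TPM-like values. For named genes, 104 results were recomputed under 1856 settings. Of the 1610 settings with a test, 1437 kept direction and side of the threshold, 79 became stronger, 92 weaker, and 2 reversed. In the other 246, which left out a library of a compared population and had no test, 217 stayed within the SD between replicates and 29 moved, and 10 of the 246 changed sign, in 8 results. No change of any of these kinds was seen for 46 results. Both reversals with a test were the log2 fold change of Cdk9, P2 against the average of P1, P3, P4 and P5, 0.04, which was -0.000483 with TMM without the 20 most abundant genes and -0.00340 without P5 replicate 2. Its range over the 10 libraries left out in turn was -0.0269 to 0.0695. The other 7 results that changed sign ranged from -3.51 to 0.61 for Dclk1 in P3, -0.53 to 0.11 for Lrig1 in P3, -0.13 to 0.0400 for Cdk9 in P3, -0.27 to 0.00744 for Ccnt1 in P3, -0.0631 to 0.26 for Polr2a in P3, -0.56 to 0.31 for Olfm4 between P5 and P4, and -0.0587 to 0.27 for Erbb3 between P2 and P1. Leaving out mitochondrial genes shifted the median of all genes by -0.14 in P1 and 0.13 in P4 against the averages, and by 0.14 for P2 and P1, -0.20 for P1 and P4, -0.16 for P1 and P5 and -0.14 for P3 and P4, and directions of genes with small changes in these comparisons are relative to it.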

Differences from the paper's values

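The paper's count of differentially expressed genes in P2 is 494. The libraries labelled P2 gave 3706, and none of the alternatives set before the data were examined closed the gap, with counts between 1067 and 5704. The libraries labelled P3 gave 289. Of the alternatives set before the data were examined, the replicate block, with 461, fell within 1.5 times the paper's value and the others did not. The 2-group design in DESeq2 with an unadjusted p under 0.01, chosen after seeing the values, gave 524.

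Of 37 mean bars in Figs. 5b and 6c that were compared, 9 differed, by deposited label, and keeping rRNA genes, the 1 alternative run for them, closed none of these gaps. In Fig. 5b, the paper's bar of Olfm4 in P2 is about 6200, read by eye, against 2530 here. For P3 the paper's bars in Fig. 5b, read by eye, are about 1100000 for Lyz1 against 5520, about 53000 for Muc2 against 1490, about 960 for Dclk1 against 159 and about 7800 for Chga against 110. In Fig. 6c, the paper's bars of Tert, read by eye, are about 44 in P2 against 8.85 and about 8 in P3 against 43.8. The paper's bars of Krt19 in Fig. 6c, read by eye, are about 12000 in P2 against 2290 and about 2100 in P3 against 11400.

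The paper places the secretory markers in P3. In the libraries labelled P3 the Paneth, goblet, tuft and enteroendocrine lists had mean log2 fold changes of -2.60, -1.60, -0.67 and -3.52, and in those labelled P2 of 6.35, 3.40, 3.28 and 4.48. Each was against an average that includes the other labelled pair. The paper finds no significant enrichment of these cell type markers in P2. The paper reports lower expression of the genes in Fig. 6b in P2, and here they were at 2.05 in the libraries labelled P2 and -2.32 in those labelled P3.

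The paper reports Tert and Krt19 enriched in P2, with log2 fold changes here of -2.14 and -1.59 in the libraries labelled P2 and 0.86 and 1.42 in those labelled P3. The highest mean of Tert was in P4, 65.0. The paper reports Hopx, Dll1, Bmi1, Prox1 and Lrig1 higher in P3, with -0.78, -0.70, -0.74, -2.13 and -0.17 here in the libraries labelled P3. The paper reports Hnf4a and Erbb3 enriched in P2, with -0.80 and -0.59 in the libraries labelled P2, and 0.20 and 0.84 in those labelled P3.

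The paper places P3 and P1 apart from the other populations and P2 nearer to P4 and P5. On the first 2 principal components, the libraries labelled P3 lay 48.2 from P4 and 33.9 from P5, and those labelled P2 171 and 179. With normalized counts centred and not scaled, an alternative set before the data were examined, the libraries labelled P3 lay farther from P4 and P5 than those labelled P2. The paper describes P2 as not cycling. Mki67 had a log2 fold change of -3.35 in the libraries labelled P2 and 1.41 in those labelled P3.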

Other observations

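The tests in this part were chosen after the result was seen, except the test of gene length and that of a share of Paneth cell RNA in P1 replicate 2.

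The libraries labelled P2 hold the marker genes that the paper reports for P3, and the reverse. All 120 orders of the 5 names were compared with the replicate bars of Figs. 5b and 6c by the SD of the log2 ratio of normalized count to bar. For the 57 bars of Fig. 5b, the SD was 2.4 with the names as deposited, 0.23 with P2 and P3 exchanged, and 0.0743 with P4 and P5 exchanged as well, the lowest of all orders. For the 20 bars of Fig. 6c it was 1.6 as deposited and 0.0585 with P2 and P3 exchanged, the lowest of all orders. Another scaling of the same libraries was tested, and the best factor for each library left an SD of 2.2 in Fig. 5b. A candidate explanation is that the names of P2 and P3 differ between the deposited files and these figures, and those of P4 and P5 between the files and Fig. 5b. Which of them carries the name of the sorted gate cannot be told from the counts, and no result was relabelled. The paper also reports separate RT-qPCR of cell type markers that bore out its marker results, which place the secretory markers in P3. That RT-qPCR bears on the question and was not re-analysed here.

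Paneth marker genes were 3.22-fold higher in P1 replicate 2 than in P1 replicate 1. As a share of the level in P2 replicate 2, the increase had quartiles of 9.21% and 12.5% and a median of 11.5% over 15 genes, a ratio of quartiles of 1.35, while over 45 goblet, tuft and enteroendocrine genes its median was 0.304%. The libraries differ in size by a ratio of 1.01, so size does not account for it. A share of Paneth cell RNA in P1 replicate 2 is a candidate explanation.

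No gene was called between the libraries labelled P3 and those of P4 or P5, with 2078 and 1588 genes at an unadjusted p under 0.05. The median absolute log2 difference between the 2 libraries labelled P3 was 0.606, against at most 0.363 in another population, which may contribute. The number of samples alone does not preclude calls, since 48 of 200 genes changed 4-fold were called in simulated counts of this comparison. The DESeq2 Wald test called genes in both comparisons. So did the edgeR test with the replicate number as a block. The absence of calls therefore depends on the test and the model.

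Of the 289 genes called in the libraries labelled P3, 221 were higher. Without mitochondrial genes, 70.4% of the calls were still higher. The excess depends on the test, filter and design, since 51.9% were higher with the DESeq2 Wald test, 51.0% with no filter on low counts, and 13.7% with a 2-group design in DESeq2 at an unadjusted p under 0.01. Gene length had a Spearman correlation of -0.204 with the log2 fold change across 13640 genes, which are not independent replicates, and the pattern cannot be told apart from an effect of gene length.

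The G2M phase genes had a mean log2 fold change of 0.87 between the libraries labelled P3 and P4 over 51 genes. It was 0.75 without mitochondrial genes, so their share of counts does not account for it. A mixture with P5 cells was tested. Stem cell marker counts in the libraries labelled P3 were 32.6% of those in P5, and G2M phase counts were 65.7%. P5 cells mixed with cells that lack both sets of genes would not give both. A share of P5 cells beside other cells with G2M phase counts is not excluded. The mean log2 CPM of these genes was 5.11 and 5.97 in the 2 libraries labelled P3, above both P4 libraries. Their summed CPM of nuclear-encoded counts was 3350 and 6907, against 3610 and 3952 in P4, so on this scale replicate 1 lay below P4 and the spread between the 2 libraries is not excluded.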
